# Ablation of NLRP3 inflammasome rewires MDSC function and promotes tumor regression

**DOI:** 10.3389/fimmu.2022.889075

**Published:** 2022-08-10

**Authors:** Iosif Papafragkos, Maria Grigoriou, Louis Boon, Andreas Kloetgen, Aikaterini Hatzioannou, Panayotis Verginis

**Keywords:** myeloid-derived suppressor cells (MDSCs), inflammasome, cancer immunotherapy, tumor immunity, tumor resistance

## Abstract

Myeloid-derived suppressor cells (MDSCs) are myeloid precursors that exert potent immunosuppressive properties in cancer. Despite the extensive knowledge on mechanisms implicated in mobilization, recruitment, and function of MDSCs, their therapeutic targeting remains an unmet need in cancer immunotherapy, suggesting that unappreciated mechanisms of MDSC-mediated suppression exist. Herein, we demonstrate an important role of NLRP3 inflammasome in the functional properties of MDSCs in tumor-bearing hosts. Specifically, *Nlrp3*-deficient mice exhibited reduced tumor growth compared to wild-type animals and induction of robust anti-tumor immunity, accompanied by re-wiring of the MDSC compartment. Interestingly, both monocytic (M-MDSCs) and granulocytic (G-MDSCs) subsets from *Nlrp3^-/-^* mice displayed impaired suppressive activity and demonstrated significant transcriptomic alterations supporting the loss-of-function and associated with metabolic re-programming. Finally, therapeutic targeting of NLRP3 inhibited tumor development and re-programmed the MDSC compartment. These findings propose that targeting NLRP3 in MDSCs could overcome tumor-induced tolerance and may provide new checkpoints of cancer immunotherapy.

## Introduction

The advent of immune checkpoint inhibitors (ICI) has revolutionized cancer immunotherapy. However, despite the enormous success, a significant proportion of patients do not respond (1), while responses are frequently accompanied by life-threatening autoimmune-related adverse events (irAEs) (2). Mounting evidence suggests that tumoral resistance and development of irAEs are dependent on the immunosuppressive nature of the tumor microenvironment (TME). It is therefore of paramount importance to delineate unappreciated mechanisms of resistance in order to design novel treatments aiming to confer robust and durable anti-tumor immunity. Accomplishment of this goal has been hampered by the multiple and complex immune suppressive networks operating during tumor development promoting tumor immune evasion (3). Myeloid-derived suppressor cells (MDSCs) are bone marrow (BM) progenitors of dendritic cells (DCs), macrophages, and neutrophils, composed by monocytic (M-MDSCs) and granulocytic (G-MDSCs) subsets (4). MDSCs constitute a major component of the tumor-induced immunosuppressive circuit since they are significantly enriched in the periphery and the TME of patients with solid tumors and hematologic malignancies (5) while MDSC presence is associated with poor prognosis as well as metastasis and is also linked to resistance to chemotherapy and immunotherapy (6, 7). Multiple mechanisms have been attributed to MDSC-mediated inhibition of anti-tumor immune responses, ranging from secretion of immunosuppressive mediators to direct cell-to-cell contact (6, 8). In preclinical models, targeting of such mechanism has generated promising results by promoting tumor regression and development of potent anti-tumor immunity. For example, targeting of autophagy pathway in M-MDSCs promoted the antigen-presenting properties of these cells and enhanced the anti-tumor immunity in a mouse model of melanoma (9). Furthermore, treatment with all-trans retinoic acid (ATRA) induced the differentiation of M-MDSCs into macrophages and DCs and killed G-MDSCs in both mice and humans (10–12). In addition, treatment of mice with fatty acid transporter 2 (FATP2) (13) or cyclooxygenase 2 (COX2) (14, 15) has been shown to interfere with MDSC expansion and to significantly attenuate tumor development. Finally, targeting of protein kinase R-like ER kinase (PERK) pathway induced the maturation of M-MDSCs and attenuated their function (16). However, the clinical translation of these findings remains in its infancy. Therefore, shedding light into mechanisms that mediate expansion and activation as well as arrest of differentiation of MDSCs may facilitate the design of new therapeutic target for immunotherapy in solid tumors and hematologic malignancies.

Chronic inflammation constitutes a hallmark of cancer. Inflammasomes and their effectors such as IL-1β and IL-18 significantly contribute to establishment of inflammation, while the TME is enriched in damage-associated molecular patterns (DAMPs) that have been shown to drive inflammasome activation in both immune and cancer cells. Among the best-studied inflammasomes, the NOD-like receptor family, pyrin domain containing-3 protein (NLRP3), has shown to be activated by DAMPs, followed by assembly of the NLRP3 complex and activation of caspase-1 in order to promote maturation of IL-1β and IL-18 cytokines (17, 18). Alternatively, sensing of cytoplasmic lipopolysaccharide (LPS) or Gram-negative bacteria induce inflammasome activation in a non-canonical manner, involving activation of caspase-11 upon type I IFN signaling, which, in turn, promotes IL-1β maturation and release through activation of the NLRP3/caspase-1 pathway (19). Although presence of IL-1β has been closely linked to tumor progression and metastasis in various types of cancer (20), the role of NLRP3 inflammasome activation remains controversial, suggesting that other functional roles of inflammasome, beyond secretion of pro-inflammatory mediators, may exist. Importantly, the impact of activation of NLRP3 in cancer cells versus the host cells during tumor immune surveillance remain ill defined. Considering that accumulating evidence proposes an important role of NLRP3 in chemotherapy success through induction of anti-tumor immunity (21, 22), while other studies highlight that activation of NLRP3 inflammasome impedes the effectiveness of ICI immunotherapy (23), it is necessary to unravel the molecular mechanism *via* which the inflammasome pathway imprints on anti-tumor immunity and effectiveness of immunotherapy.

Herein, we demonstrate that *Nlrp3* deficiency led to diminished tumor development, which was accompanied by a robust anti-tumor immunity and re-arrangement of the MDSC compartment. Both M-MDSCs and G-MDSCs from tumor-inoculated *Nlrp3^-/-^* mice lost their ability to suppress T-cell activation and proliferation and demonstrated an extensive transcriptomic reprogramming enriched in inflammatory and metabolic pathways. Notably, therapeutic inhibition of inflammasome significantly decreased tumor development and re-arranged the MDSC subsets, mirroring the effect described in *Nlrp3^-/-^* animals. Overall, uncovering of mechanisms that mediate tumor immune evasion may facilitate the development of new therapeutic opportunities for cancer patients.

## Methods

### TCGA survival analysis

Survival and gene expression information were downloaded from the TCGA data portal (https://portal.gdc.cancer.gov/) for SKCM (skin cutaneous melanoma) and LUSC (lung squamous cell carcinoma) datasets. We specifically downloaded preprocessed expression data using the quantile-normalized FPKM values. Next, patients were either stratified by expression of NLRP3 or the NLRP3-inflammasome-related gene set as defined by Ju et al. (24). For the NLRP3 inflammasome gene set, we defined a module score inspired by Seurat single-cell analysis (25), using each patient’s average expression of all NLRP3 inflammasome gene-set genes subtracted by the average expression of all genes. For survival analysis, we used the bottom and top 33% of patients with either NLRP3 expression or NLRP3 inflammasome module score. Statistical evaluation and Kaplan–Meier plot representation were performed with the R package survminer version 0.4.9, using the log-rank test for *p*-value estimation and 95% confidence interval of patient survival.

### Animals

C57BL/6J mice were purchased from the Jackson Laboratory; *Nlrp3*-deficient (*Nlrp3^-/-^*) mice (on a C57BL/6 background) were kindly provided by Jürg Tschopp (Department of Biochemistry, Center of Immunity and Infection, University of Lausanne, Switzerland) (26). Disruption of the mouse *Nlrp3* gene was based on the insertion of an EGFP cassette, which was accompanied by SV40 poly(A) tail, fused in frame with the ATG of exon 2. A PGK-neo selection cassette was also inserted in intron 2, which was flanked by two loxP sites and was deleted by the backcrossing of the mice, with the targeting vector, with a Cre-expressing strain (C57BL/6) resulting in a *Nlrp3^-/-^* mouse on a C57BL/6 background. Foxp3^EGFP^.KI mice (on a C57BL/6 background) were kindly provided by Alexander Rudensky (Department of Immunology, Memorial Sloan-Kettering Cancer Center, New York, USA).

All mice were maintained in the animal facility of the Biomedical Research Foundation of the Academy of Athens [BRFAA] and Institute of Molecular Biology and Biotechnology Institute [IMBB]. All procedures were in accordance with institutional guidelines and were approved by the Institutional Committee of Protocol Evaluation of the BRFAA and the Institutional Committee of Protocol Evaluation of the IMBB together with the Directorates of Agricultural Economy and Veterinary, Region of Crete, Greece (14/10/2020 Heraklion, Greece, protocol 234446). Unless indicated otherwise, all experiments used sex- and age-matched mice aged between 6 and 12 weeks.

### PCR Genotyping

*Nlrp3*-deficient mice were screened by PCR genotyping on tail genomic DNA using the following primers: 5’GCTCAGGACATACGTCTGGA3’ (forward in intron 1) and 5’TGAGGTCCACATCTTCAAGG3’ (reverse in exon 2). *Nlrp3^+/+^* (wild type) mice gave a product of 327 base pairs (bp), whereas *Nlrp3^-/-^* mice did not give any PCR product. The program used for the PCR genotyping is as follows: 94°C (3 min), 30 × [94°C (30 s), 58°C (30 s), 72°C (1 min)], and 72°C (5 min).

### Cell lines and primary cell culture

The murine melanoma cancer cell line B16.F10 and the murine Lewis Lung carcinoma (LLC) cell line that were used for the solid tumor induction models were kindly provided by A. Eliopoulos (Medical School, National and Kapodistrian University of Athens, Athens, Greece) and were negative for *Mycoplasma* spp., tested by PCR.

B16.F10 and LLC cancer cells were cultured at 37°C under 5% CO_2_ in RPMI-1640 (GlutaMAX™, Gibco, #61870) medium supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco, #10270), 100 U/ml penicillin–streptomycin (10,000 U/ml, Gibco, #15140), and 50 μM 2-mercaptoethanol (50 mM, Gibco, #31350). Cells were split when they were 90%–100% confluent. All experiments were performed with early passage (p2–3) cells.

Splenocytes and sorted MDSCs were obtained as described below. Mouse splenocytes and MDSCs were grown in RPMI-1640 culture medium containing 10% heat-inactivated FBS, 100 U/ml penicillin–streptomycin, and 50 μM 2-mercaptoethanol. The stimuli at the cultures were added where indicated, as mentioned below.

### Solid tumor induction and *in vivo* immunotherapy administration protocols

The transplantation of solid tumors in the tumor models was performed as described previously (27). Briefly, mice were implanted subcutaneously, at the back, with 3 × 10^5^ B16.F10 melanoma or LLC cells (viability assessed by Trypan blue exclusion). Tumor volume was monitored during the days indicated in the legends of corresponding curves. The tumor growth was monitored by measurement of two perpendicular diameters of palpable tumors every day by a caliper and was calculated using the equation $\frac{\left(\begin{array}{c} length\;\times \;{\text{width}}^{2} \end{array}\right)}{2}$ . Mice were sacrificed and analysis was performed 15 days after tumor induction or as indicated each time. Mice with tumors larger than 1,100 mm^3^ were euthanized. Mice that manifested tumor ulceration were excluded for the experimental processes. At the endpoint of each experiment, the tumor weight was also determined.

For the application of the combinational therapy protocol, each mouse was treated with anti-CTLA-4 Ab (clone 4F10, Bioceros LB) at 100 μg per 100-μl dose and anti-PD-1 Ab (clone RMP1–14, Bioceros LB) at 200 μg per 100-μl dose intraperitoneally (i.p.) every 3 days after tumor implantation, whereas NLRP3 inhibitor (MCC950, Sigma-Aldrich, #5.38120.0001) was administered at 10 mg/kg dose to each mouse by i.p. injection every other day. Control mouse cohort was administered PBS on the same days.

### Tissue dissociation and sample preparation

For the analysis of tumor-infiltrating lymphocytes (TILs), single-cell suspensions were generated by dissecting and dissociating tumor tissue in the presence of collagenase D (1 mg ml^−1^, Roche) and DNase I (0.25 mg ml^−1^, Sigma), diluted in RPMI-1640 medium (Gibco), for 45 min at 37°C and then were homogenized and strained passing through a 40-μm pore size cell strainer (BD Falcon). For the analysis and isolation of different immune populations, single-cell suspensions from spleen and lymph nodes (LNs) were prepared by homogenization of the tissue and passing through a 40-μm pore size cell strainer. Isolated femoral and tibial bones from the hindlimbs were flushed with ice-cold 5% FBS in PBS for BM single-cell suspensions. Single-cell suspensions from spleen and BM were prepared after erythrocyte lysis with red blood cell lysis buffer.

### Flow cytometry, cell sorting, and quantification

For extracellular marker staining, single-cell suspensions from TILs, spleen, LNs, or BM were incubated for 20 min at 4°C with the following anti-mouse conjugated antibodies: CD45-PerCP/Cy5.5 (BioLegend, clone 30-F11, #103132, diluted 1:200), CD11c-PE/Cy7 (BioLegend, clone N418, #117318, diluted 1:200), CD11b-Brialliant Violet 510 (BioLegend, clone M1/70, #101263, diluted 1:200), CD11b-PE (BD Pharmingen, clone M1/70, #553311, diluted 1:200), Gr1-Pacific Blue (BioLegend, clone RB6-8C5, #108430, diluted 1:200), Gr1-Brilliant Violet 421 (BioLegend, clone RB6-8C5, #108434, diluted 1:200), Gr1-PE (eBioscience, clone RB6-8C5, #12-5931-82, diluted 1:200), Ly6G-PE (BioLegend, clone 1A8, #127608, diluted 1:200), Ly6C-Brilliant Violet 421 (BioLegend, clone RB6-8C5, #108430, diluted 1:200), CD8a-PE/Cy7 (BioLegend, clone 53-6.7, #100722, diluted 1:200), CD8a-PE (BioLegend, clone 53-6.7, #100708, diluted 1:200), CD4-PE (BioLegend, clone RM4-4, #116006, diluted 1:200), NK-1.1-APC (BioLegend, clone PK136, #108710, diluted 1:200), CD16/32-PE (BioLegend, clone 93, #101308, diluted 1:200), CD16/32-PerCP/Cy5.5 (BioLegend, clone 93, #101323, diluted 1:200), TER-119/Erythroid Cells-PE (BioLegend, clone TER-119, #116208, diluted 1:200), CD45R/B220-PE (BioLegend, clone RA3-6B2, #103208, diluted 1:200), Ly-6A/E (Sca-1)-APC (BioLegend, clone E13-161.7, #122512, diluted 1:200), CD117 (c-kit)-PE/Cy7 (BioLegend, clone 2B8, #105813, diluted 1:200), CD34-Brilliant Violet 421 (BioLegend, clone MEC14.7, #119321, diluted 1:200), CD44-PerCP/Cy5.5 (BioLegend, clone IM7, #103032, diluted 1:200), and CD25-PE (BioLegend, clone 3C7, #101904, diluted 1:200). Dead cells in cultured splenocytes were stained by the addition of 7-AAD Viability Staining Solution (BioLegend, #420404). For NLRP3-APC (R&D Systems, clone 768319, #IC7578A, diluted 1:25) and IL-1β-FITC (R&D Systems, clone 166931, #IC4013F, diluted 1:50) intracellular staining, cells were stained for the extracellular markers, and then permeabilized and stained using the intracellular Fixation & Permeabilization buffer set (eBioscience) according to the vendor’s instructions. Rat IgG1 kappa Isotype Control-APC (eBioscience, clone eBRG1, #17-4301-81, diluted 1:100) and Rat IgG2b kappa Isotype Control-FITC (eBioscience, clone eB149/10H5, # 11-4031-82, diluted 1:100) were used as controls for NLRP3 and IL-1β, respectively. For IFN-γ intracellular staining, tumor cells were incubated with 50 ng ml^−1^ of phorbol 12-myristate 13-acetate (PMA, Sigma-Aldrich), 2 μg ml^−1^ of ionomycin (Sigma-Aldrich), and brefeldin (1/1,000; Becton Dickinson Biosciences) for 4 h at 37°C and 5% CO_2_, stained for extracellular markers, and fixed and stained for IFN-γ (BioLegend, clone XMG1.2, #505808, diluted 1:50) or Rat IgG2a kappa Isotype Control-PE (eBioscience, clone eBR2a, #12-4321-81, diluted 1:50) using Foxp3 Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instructions. All samples were analyzed using FACS ARIA III (BD Biosciences) and FACS Canto II (BD Biosciences). Flow cytometry data were analyzed with FlowJo v.8.7 and 10.8.1 software. MDSCs were sorted on a FACS ARIA III (BD Biosciences) and the BD FACSDIVA v8.0.1 software (BD Biosciences). Cell purity was above 95%.

Calculation of TIL numbers per gram of tumor tissue was performed, by flow cytometry, upon tumor tissue isolation, weighing, digestion, and suspension in a 0.1 g/100 μl volume of 5% FBS in PBS prior to staining.

### Inflammasome activation assays

Splenocytes as well as sorted splenic MDSCs from naïve and tumor-bearing mice were isolated as previously described. We seeded 5 × 10^5^ splenocytes or 1 × 10^5^ MDSCs per well in 96-well flat-bottom and 96-well round-bottom plates, respectively, and stimulated them for 24 h with 1 μg/ml LPS from *Escherichia coli* O55:B5 (Sigma, L2880). The next day, 1 h before the ending of the stimulation time, the culture medium was supplemented with 5 mM adenosine 5’-triphosphate disodium salt hydrate (ATP) inflammasome activator (Jena Bioscience, NU-1010-1G). Supernatants were removed and analyzed using Mouse IL-1 beta/IL-1F2 Quantikine ELISA Kit (R&D Systems, MLB00C), according to the manufacturer’s instructions, and cultured cells were prepared for staining of extracellular and intracellular markers, as described above.

### MCC950-mediated inflammasome inhibition assays

Total splenocytes from naïve mice were seeded 5 × 10^5^ cells per well in 96-well flat-bottom plates and stimulated for 24 h with 1 μg/ml LPS (Sigma, L2880). The following day, in the medium from the overnight culture was added water for injection (control) or MCC950 NLRP3 inhibitor (2 μM) (Sigma-Aldrich, 5381200001) for the indicated time points. One hour before the end of priming, cells were stimulated with ATP inflammasome activator (Jena Bioscience, NU-1010-1G). Supernatants were removed and used for mouse IL-1β ELISA and cultured splenocytes were prepared for 7-AAD viability staining, as described above.

### *In vitro* suppression assay

For the suppression assay of MDSC subsets, CD4^+^Foxp3^-^ effector T cells (Teff) were sorted from the LNs of naïve Foxp3^EGFP^.KI mice, as previously described, and stained with the division-tracking dye CellTrace Violet (CTV, Invitrogen, #C34557) according to the manufacturer’s protocol. A total of 75 × 10^3^ labeled Teff cells were then seeded in 96-well round-bottom plate in each well. M-MDSC (CD11b^high^Ly6C^+^Ly6G^–^) and G-MDSC (CD11b^high^Ly6C^–^Ly6G^+^) subsets sorted from the spleens of WT or *Nlrp3^-/-^* B16.F10 inoculated mice were added at the culture, at a ratio Teff/M-MDSCs 1:1 and Teff/G-MDSCs 3:1. Then, Dynabeads mouse T-activator conjugated with monoclonal antibody (mAb) to the invariant signaling protein CD3 plus mAb to CD28 (Gibco, #11456D) were supplemented into culture, at a ratio of one bead per one Teff cell. Cells were cultured in DMEM (Gibco, #11965) supplemented with 10% heat-inactivated FBS, 100 U/ml penicillin–streptomycin, and 50 μM 2-mercaptoethanol. As positive and negative controls, we used Teff cells cultured with or without anti-CD3/anti-CD28 activation beads, respectively. The plate was incubated at 37°C under 5% CO_2_ for 64 h and then cultured cells were prepared for staining of extracellular markers, as described above, for the determination of proliferation and activation of Teff cells with flow cytometry analysis.

### Enzyme-linked immunosorbent assay

Tumor homogenates were generated in PBS that was supplemented with a cocktail of protease inhibitors (Roche) using a pestle inside an Eppendorf. The conditioned media of cultured splenocytes and MDSCs from *in vitro* cultures were also collected. The homogenates and cell culture supernatants were centrifuged and were assayed for mouse IL-1β using the Mouse IL-1 beta/IL-1F2 Quantikine ELISA Kit (R&D Systems, MLB00C), according to the manufacturer’s instructions.

### RNA-seq library preparation

M-MDSCs and G-MDSCs were sorted from spleens of B16.F10 melanoma-bearing WT and *Nrlp3^-/-^* mice, and total RNA was extracted using the Macherey-Nagel NucleoSpin RNA kit as described by the manufacturer’s protocol (NucleoSpin^®^ RNA). Each RNA sample was representative of one mouse.

NGS libraries were generated using 300 ng of total RNA as input on average with the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina kit from Lexogen according to manufacturer’s protocol, using 15 or 17 cycles of amplification. Libraries were sequenced on Illumina Nextseq 500 on 1 × 75 High flowcell.

### RNA sequencing pipeline

Fastq files were downloaded from Illumina-BaseSpace and mapped to mm10 genes (iGenomes UCSC/mm10) using hisat2 version 2.1.0 (–score-min L 0,-0.5) (28). Gene counts were computed with htseq-count (-s yes, version 0.11.2) (29).

Further processing was performed with the R Bioconductor (Bioconductor) package edgeR v.3.14.0 (edgeR). Reads were normalized for intra- and inter-sample variances using the functions “calcNormFactors” and “estimateTagwiseDisp”, and further by the gene length as per Ensembl V103 Genes annotations, resulting in fragments per kilobase per million (FPKM) for each gene. Differential gene expression analysis was performed as previously described (30). Genes with FDR< 0.05 and fold change |FC| > 1.5 were considered statistically significant. Heatmaps and boxplots were created in R with an in-house developed script that is based on the ggplot package.

### Enrichment analysis

Significant differentially expressed genes (DEGs) were used for gene ontology (GO) analysis using the g:Profiler web-server. Gene set enrichment analysis (GSEA) was also performed in order to reveal enriched signatures in our gene sets based on the Molecular Signatures Database (MSigDB) v7.4. Gene sets were ranked by taking the –log10 transform of the *p*-value multiplied by the FC. Significantly upregulated genes were at the top and significantly downregulated genes were at the bottom of the ranked list. GSEA pre-ranked analysis was then performed using the remapped Mouse Gene Symbol dataset and collapsing probe sets while keeping only the max probe value. The rest of the parameters were left to default. Enrichment was considered significant FDR (*q*-value)<5%.

### Data analysis and statistics

Data are presented as mean ± S.D., as bar graphs represent the mean and standard deviation (SD) between biologically independent mouse samples or technical repeats, as indicated each time. For statistical analysis, all data were analyzed using Prism 8 (GraphPad Software, Inc., La Jolla, USA). Data were analyzed using the two-tailed, parametric, unpaired Student’s t test or the two-tailed, nonparametric Mann–Whitney test, as appropriate after testing for normality of the values with the *F* test, with 95% confidence intervals. For multiple-group comparisons, the one-way ANOVA test and Tukey’s multiple comparison test were performed. Kaplan–Meier statistics were done with the log(rank) (Mantel–Cox) test. The *p-*value of<0.05 was considered to be statistically significant for each dataset.

## Results

### NLRP3 inflammasome pathway genes are associated with survival in melanoma and lung cancer patients

Despite the established role of inflammasome pathway in the orchestration of an inflammatory response, through release of pro-inflammatory cytokines IL-1β and IL-18, its role in cancer development, progression, and immunotherapy response remains contradictive. To investigate the impact of NLRP3 inflammasome in the progression of LUSC and SKCM, Kaplan–Meier survival analysis was performed based on high and low NLRP3 gene expression or NLRP3 pathway gene-set expression [median expression of the 30 pathway genes as defined by Ju et al. (24), **Supplementary Figure 1A**], using the top/bottom 33% of samples with the highest/lowest expression, respectively. Patients with the lowest expression of both NLRP3 gene and its pathway gene set were found to display prolonged survival of LUSC patients (*p* = 0.068 and *p* = 0.047, respectively, **Figures 1A, B**, left panels). In accordance, low expression of the NLRP3 pathway gene set was also associated with prolonged survival of SKCM patients (*p* = 0.059, **Figure 1A**, right upper panel), whereas in these patients, low expression of NLRP3 gene was associated with increased morbidity rate (*p* = 0.004, **Figure 1B**, right lower panel). In summary, these data indicate that differential expression of NLRP3 pathway genes is associated with survival probability of cancer patients and extend the findings that NLRP3 inflammasome may have pro- and anti-tumorigenic roles.

**Figure 1:**
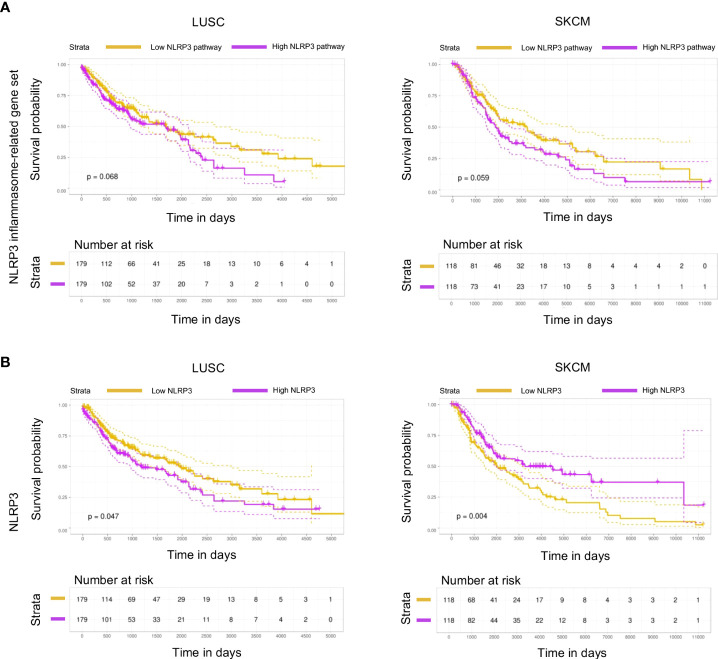
NLRP3 expression is associated with survival in melanoma and lung cancer patients. **(A,B)** Kaplan–Meier plot with patients-at-risk table showing overall survival of TCGA datasets LUSC (lung squamous cell carcinoma; left) and SKCM (skin cutaneous melanoma; right), with patients stratified by NLRP3 inflammasome-related gene set **(A)** and NLRP3 **(B)** expression using top and bottom 33% of stratified patients. Gene-set stratification is based on the median expression of all 30 containing genes. Dotted lines represent 95% confidence intervals. Statistical evaluation was performed using the log-rank test.

### *Nlrp3*-deficient mice exhibit attenuated tumor development and re-arranged MDSC compartment

To examine the functional importance of NLRP3 pathway during tumor development, we utilized the *Nlrp3*-deficient mice (*Nlrp3^-/-^*), in which the *Nlrp3* gene has been disrupted by the insertion of an EGFP cassette (**Supplementary Figure 2A**). Effective inactivation of NLRP3 inflammasome was confirmed by the absence of IL-1β in culture supernatants of LPS/ATP-stimulated splenocytes from *Nlrp3^-/-^* animals compared to WT mice (**Supplementary Figure 2B**). Furthermore, *Nlrp3^-/-^* animals did not exhibit significant alterations in the composition of lymphoid (**Supplementary Figures 2C, D**) and myeloid compartments (**Supplementary Figures 2E, F**) compared to WT mice at the steady state, suggesting that inactivation of *Nlrp3* gene does not disturb the immune homeostasis.

Therefore, this model allows us to study the role of the NLRP3 pathway in host cells through implantation of NLRP3-sufficient tumor cell line. To this end, upon inoculation with B16.F10 melanoma cells, *Nlrp3^-/-^* mice exhibited significantly reduced tumor growth compared to WT mice, as assessed by the measurement of tumor volume and weight (**Figure 2A**). The tumor-suppressive effect of NLRP3 deficiency was not restricted only to the melanoma model, since inoculation with the LLC cell line demonstrated significantly decreased tumor growth in *Nlrp3^-/-^* animals (**Figure 2B**). Tumor regression in melanoma-bearing *Nlrp3^-/-^* mice was accompanied by significantly increased frequencies of tumor-infiltrating CD45^+^ leukocytes (**Figure 2C**), CD8^+^ lymphocytes, which exhibited elevated IFN-γ expression, and NK1.1^+^ cells, as well as increased frequencies of CD4^+^ T cells, compared to WT mice (**Figures 2D, E**). These findings were further confirmed upon extrapolation of cell subset frequencies to respective numbers per gram of tumor tissue (**Supplementary Figure 3A**). Interestingly, CD11c^–^CD11b^+^Gr1^+^ MDSCs frequencies were comparable between WT and *Nlrp3^-/-^* mice (**Figure 3A**), whereas assessment of MDSC subsets revealed an increased accumulation of CD11b^high^Ly6C^+^Ly6G^–^ M-MDSCs and markedly decreased levels of CD11b^high^Ly6C^–^Ly6G^+^ G-MDSCs into the tumor site of *Nlrp3^-/-^* mice (**Figure 3B**). The MDSC subset re-arrangement was also evident in the spleen of tumor-inoculated WT and *Nlrp3^-/-^* mice (**Figures 3C, D**). Overall, these findings indicate an important role of NLRP3 in the suppression of anti-tumor immune responses and tumor development, associated with a major rewiring of the MDSC compartment.

**Figure 2:**
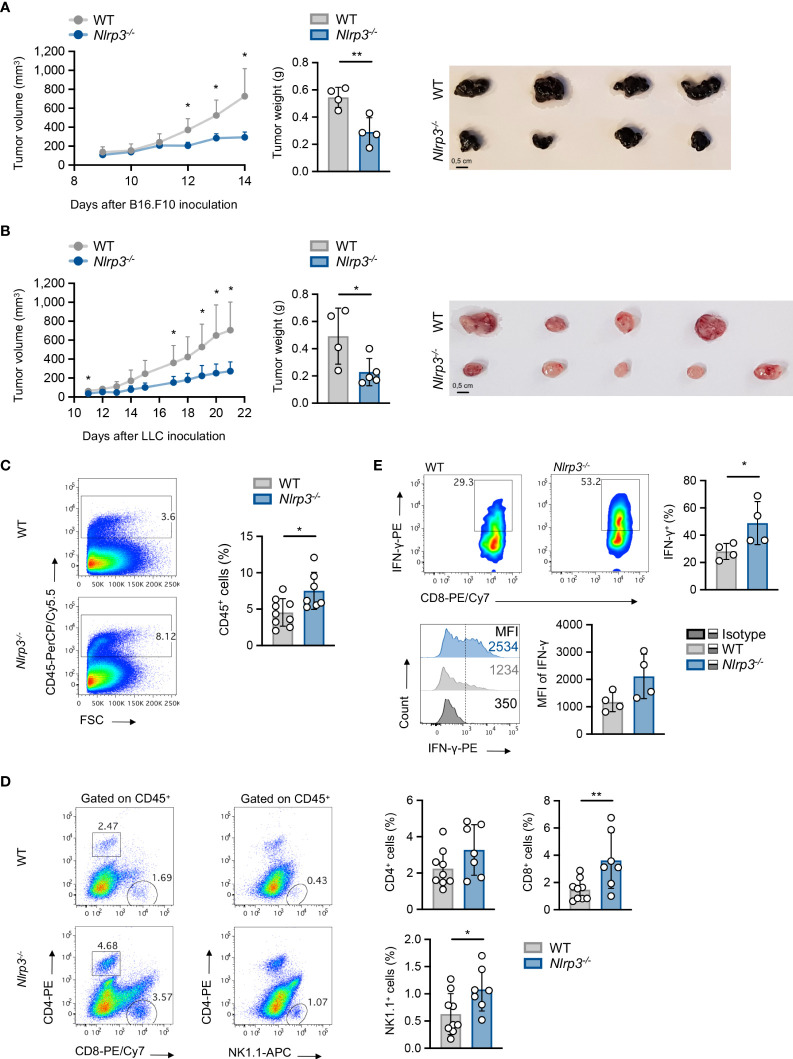
Nlrp3 deficiency promotes tumor regression and anti-tumor immunity. **(A)** Tumor volume curve of WT (*n* = 4) and *Nlrp3^-/-^* (*n* = 4) mice 9–14 days after B16.F10 inoculation, tumor weight on day 14, and representative image of excised melanoma tumors. **(B)** Tumor volume curve of WT (*n* = 4) and *Nlrp3^-/-^* (*n* = 5) mice 11–21 days after LLC inoculation, tumor weight on day 21, and representative image of excised LLC tumors. **(C)** Representative fluorescence-activated cell sorting (FACS) plots and percentages of intratumoral CD45^+^ cells of WT (*n* = 9) and *Nlrp3^-/-^* (*n* = 7) mice 15 days after B16.F10 inoculation. **(D)** Gating strategy and frequencies of intratumoral CD4^+^, CD8^+^, and NK1.1^+^ cells in CD45^+^ population of WT (*n* = 9) and *Nlrp3^-/-^* (*n* = 7) mice 15 days after B16.F10 inoculation. **(E)** Representative FACS plots and frequencies of CD8^+^ IFN-γ^+^ cells from CD45^+^ tumor-infiltrating cells of WT (*n* = 4) and Nlrp3^-/-^ (*n* = 4) mice 15 days after B16.F10 inoculation, and representative overlay and mean fluorescence intensity (MFI) of IFN-γ produced by CD8^+^ cells after *in vitro* activation. Data are shown as mean ( ± S.D.). Representative data from at least two independent experiments are shown. Statistical significance was obtained by unpaired Student’s *t*-test. Symbols: (*), *p* ≤ 0.05; (**), *p* ≤ 0.01, *n* = biologically independent mouse samples.

**Figure 3:**
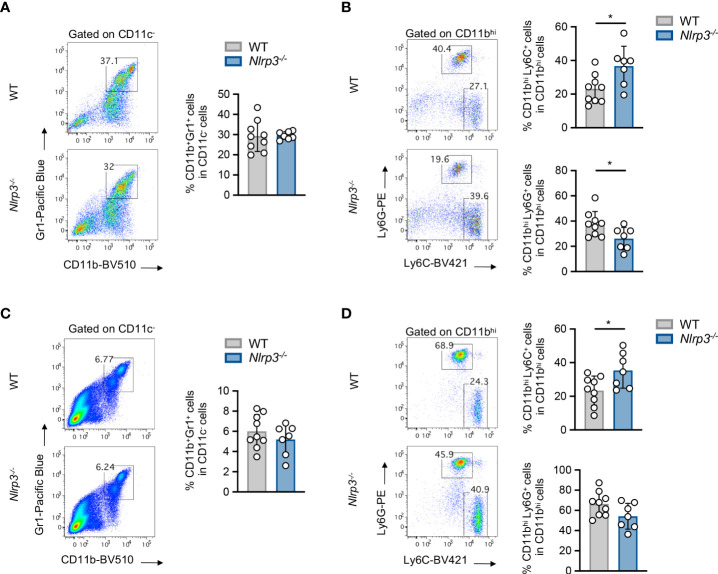
Nlrp3 deficiency re-arranges the MDSC compartment. **(A, B)** Representative FACS plots and frequencies of intratumoral MDSC population **(A)** and MDSC subpopulations **(B)**, M-MDSCs and G-MDSCs, of WT (*n* = 9) and *Nlrp3^-/-^* (*n* = 7) mice 15 days after B16.F10 inoculation. **(C, D)** Representative FACS plots and frequencies of spleen-infiltrating MDSC population **(C)** and MDSC subpopulations **(D)**, M-MDSCs and G-MDSCs, of WT (*n* = 9) and *Nlrp3^-/-^* (*n* = 7) mice on day 15 after B16.F10 inoculation. Data are shown as mean ( ± S.D.). Representative data from four independent experiments are shown. Statistical significance was obtained by unpaired Student’s *t*-test. Symbols: (*), *p* ≤ 0.05, *n* = biologically independent mouse samples.

### Enhanced activation of NLRP3/pro-IL-1β axis in the myeloid compartment of tumor-bearing mice

Based on the established expression of NLRP3 in the myeloid compartment (31) combined with the enhanced accumulation of MDSCs compared to other myeloid cell subsets in the TME (**Figure 4A** and **Supplementary Figure 4A**) and the extended re-arrangement of MDSC subsets in the tumor-inoculated *Nlrp3^-/-^* mice, we sought to determine the NLRP3 and pro-IL-1β expression in the MDSC population during tumor development. To this end, MDSCs demonstrated enhanced expression of NLRP3, which was accompanied by increased expression of pro-IL-1β, in spleen of melanoma-bearing animals, compared to isotype controls (**Figure 4B**). This was also confirmed to M-MDSC and G-MDSC subpopulations (**Figures 4C, D**), with the latter to express higher levels of both NLRP3 and pro-IL-1β (**Supplementary Figure 4B**).

**Figure 4:**
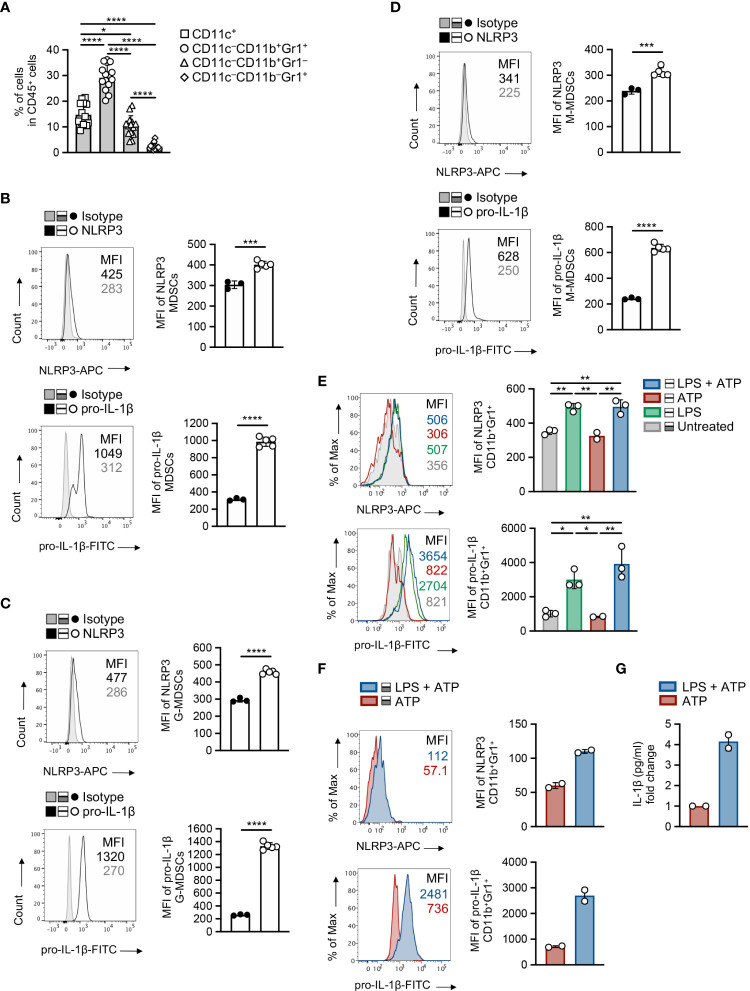
MDSCs exhibit increased activation of NLRP3 during tumor development. **(A)** Frequencies of intratumoral myeloid cell subsets in CD45^+^ population on day 15 of B16.F10 melanoma tumors (*n* = 14), determined by flow cytometric analysis. **(B)** Representative histogram overlays of NLRP3 and pro-IL-1β expression and plots of NLRP3 (*n* = 5) and pro-IL-1β (*n* = 5) MFI of spleen-infiltrating MDSCs, compared to isotype controls (*n* = 3), on day 15 after B16.F10 inoculation. **(C, D)** Representative histogram overlays of NLRP3 and pro-IL-1β expression and plots of NLRP3 (*n* = 5) and pro-IL-1β (*n* = 5) MFI of spleen-infiltrating G-MDSCs **(C)** and M-MDSCs **(D)**, compared to isotype controls (*n* = 3), as in **(B)**. **(E, F)** Representative histogram overlays of NLRP3 and pro-IL-1β expression and quantitative plots of MFI of NLRP3 and pro-IL-1β MFI with quantitative plots of NLRP3 and pro-IL-1β MFI in WT splenocytes from naïve mice (*n* = 3) gated on MDSCs **(E)** and sorted MDSCs from the spleens of tumor-bearing mice (*n* = 2) **(F)**, primed with LPS (1 μg/ml) and stimulated for NLRP3 activity by ATP (5 mM). **(G)** Quantification of IL-1β levels (pg ml^-1^) in the supernatants of LPS and/or ATP stimulated sorted MDSCs (*n* = 2), determined by ELISA (graph shows the fold change relative to ATP). Data from one experiment are shown **(F, G)**. Data are shown as mean ( ± S.D.). Representative data from at least two **(A–E)** independent experiments are shown. Statistical significance was obtained by unpaired Student’s *t*-test or one-way ANOVA with Tukey’s multiple comparison test (a, e). Symbols: (*), *p* ≤ 0.05; (**), (***), *p* ≤ 0.001, *p* ≤ 0.01; (****), *p* ≤ 0.0001, *n* = biologically independent mouse samples.

Next, we asked whether NLRP3 inflammasome is functionally active in MDSCs, and to address this, we exposed them to cellular insults that include “priming” signal with a TLR agonist, such as LPS, and an activation stimulus, such as ATP. Flow cytometry analysis demonstrated robust expression of NLRP3 and pro-IL-1β in MDSCs from spleens of naïve mice (**Figure 4E**) as well as in highly pure MDSCs isolated from tumor-bearing mice (**Figure 4F**), and this is accompanied by increased levels of secreted IL-1β as determined in culture supernatants (**Figure 4G**). Overall, these data indicate that the NLRP3 inflammasome pathway is activated and functional in MDSCs during tumor development.

### Decreased frequencies of granulocyte-myeloid progenitors in the BM of *Nlrp3^-/-^* mice

MDSCs are BM-derived cells, and recent evidence highlights the importance of BM hematopoiesis and in particular of myeloid progenitors in shaping of anti-tumor immunity (32). Thus, we asked whether *Nlrp3^-/-^* animals present alterations of BM progenitors during tumor growth, which may affect the generation of MDSC subsets. To this end, flow cytometry analysis revealed that tumor-bearing *Nlrp3^-/-^* mice did not exhibit significant differences in frequencies of hematopoietic progenitors (LSKs; Lin^–^cKit^+^Sca1^+^) in their BM as compared to the tumor-bearing WT group (**Supplementary Figures 5A, B**). In line with this, assessment of total myeloid progenitor frequencies (MyPs; Lin^–^cKit^+^Sca1^–^) did not demonstrate any significant difference between *Nlrp3^-/-^* and WT mice (**Supplementary Figures 5C, D**) with granulocyte macrophage progenitors (GMPs; Lin^–^cKit^+^Sca1^–^CD16/32^+^CD34^+^) to be decreased in *Nlrp3^-/-^* mice while common myeloid progenitors (CMPs; Lin^–^cKit^+^Sca1^–^CD16/32^–^CD34^+^) were not affected (**Supplementary Figures 5C, E**). To conclude, these data suggest that *Nlrp3^-/-^* mice did not exhibit differences in the hematopoietic progenitors but granulocyte progenitors are decreased in tumor-bearing animals.

#### Transcriptomic re-programming of both M- and G-MDSCs in tumor-bearing *Nlrp3^-/-^* animals

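Spleens of 8 mice bearing B16.F10 tumors, 4 WT and 4 *Nlrp3-/-*, gave the sorted M-MDSCs and G-MDSCs, at a purity of at least 95%. Both subsets of every mouse were sequenced, which gave 16 libraries. The QuantSeq kit primes on the poly(A) tail and reads the 3′ end of a transcript, and 15 or 17 cycles of amplification were used. The authors mapped the reads to mm10, counted them on genes by strand, and deposited the count of each gene symbol per library without normalization. Between 2295967 and 6079866 reads per library were counted on genes. The median was 4296801.5 in WT and 5012088 in *Nlrp3-/-* M-MDSCs, and 4104213 in WT and 5347959 in *Nlrp3-/-* G-MDSCs. The 20 genes with the highest counts took 21.2% to 30.0% of a library in WT M-MDSCs, 15.2% to 21.1% in *Nlrp3-/-* M-MDSCs, 33.2% to 43.2% in WT G-MDSCs and 27.9% to 29.8% in *Nlrp3-/-* G-MDSCs. Genes with few counts were left out by edgeR's filterByExpr function, and the remaining counts were normalized by TMM and compared between genotypes within each subset by edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg FDR under 0.05 and a fold change above 1.5 in either direction. Means are given as CPM, the count scaled to the size of the library after TMM normalization, fold changes as log2 of *Nlrp3-/-* over WT. The targeted gene, *Nlrp3*, lies on the plus strand of chromosome 11 from 59541568 to 59566956 (mm10). It had 219 to 632 counts per library in WT M-MDSCs against 4 to 11 in *Nlrp3-/-* M-MDSCs, and 744 to 1365 in WT G-MDSCs against 21 to 59 in *Nlrp3-/-* G-MDSCs. In each subset every WT library had more *Nlrp3* CPM than every *Nlrp3-/-* library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow).

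**Figure D1:**
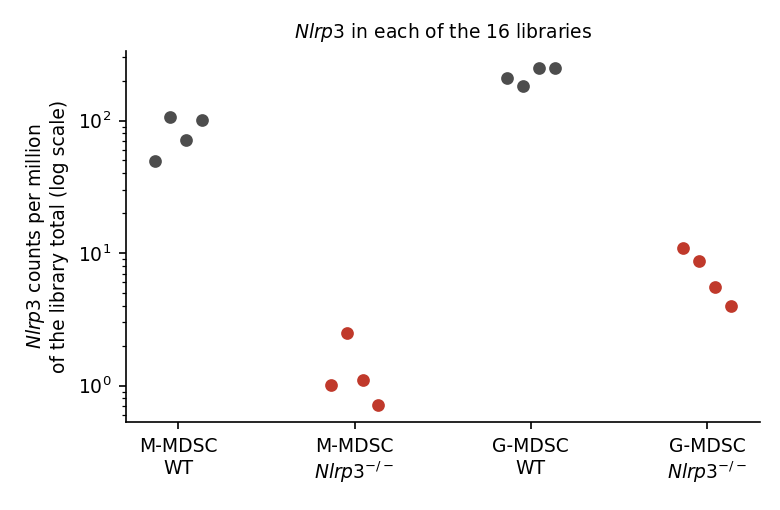
CPM of *Nlrp3* over the library total (log axis) in each of the 16 libraries, 1 point per mouse (WT grey, *Nlrp3-/-* red). WT M-MDSCs sit between 50.0 and 107, *Nlrp3-/-* M-MDSCs between 0.710 and 2.50, WT G-MDSCs between 182 and 251, and *Nlrp3-/-* G-MDSCs between 3.97 and 10.9.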

To investigate the molecular mechanisms *via* which NLRP3 deficiency imprints on the re-wiring of MDSC subsets, highly pure M-MDSCs and G-MDSCs isolated from spleen of B16.F10-bearing *Nlrp3^-/-^* and WT mice were subjected to mRNA sequencing (mRNA-seq) and gene expression analysis. A combined principal component analysis (PCA) of all RNA-seq samples showed clustering by both factors, subpopulation and species. 

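Normalized log2 CPM (prior count of 2) of 10696 genes, each centred and scaled to unit variance, entered the PCA. PC1 carried 44.0% of the variance, and on it the 8 M-MDSC samples lay between −72.4 and −58.9 and the 8 G-MDSC samples between 59.8 and 72.4. PC2 carried 17.3%. The scores of M-MDSCs on PC2 were 35.6 ± 12.0 (SD, n = 4) in WT and −34.8 ± 17.6 (SD, n = 4) in *Nlrp3-/-* mice. Those of G-MDSCs were 43.5 ± 13.9 (SD, n = 4) and −44.3 ± 11.4 (SD, n = 4). In both subsets all WT samples scored above all *Nlrp3-/-* samples on PC2 (exact permutation test, two-sided, p = 0.0286 in each). PC3 carried 9.87%, and the genotypes overlapped on it (exact permutation test, p = 0.543 in M-MDSCs and 0.314 in G-MDSCs). The shares moved most when the genes were not scaled to unit variance, to 63.5% for PC1 and 10.7% for PC2.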

While PC1, explaining 46.08% of the total variance, separates G-MDSCs from M-MDSCs, PC2, explaining 15.84% of the total variance, differentiates pure deficient samples from control samples (**Supplementary Figure 6A**).

Specifically, transcriptomic analysis in M-MDSCs revealed 992 DEGs (|FC| ≥ 1.5, FDR< 0.05) between *Nlrp3^-/-^* and WT melanoma-bearing animals (**Figure 5A**) with 318 and 674 genes to be up- and downregulated, respectively (**Supplementary Figure 6B**). 

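In M-MDSCs 9986 genes had enough counts to be tested, and 1060 passed both thresholds, 351 higher and 709 lower in *Nlrp3-/-* mice (66.9% lower). The median absolute log2 fold change of these DEGs was 0.96. For 1003 of them all 4 samples of a genotype lay above all 4 of the other, as did 20.8% of all tested genes, where chance gives 2.86%. *Nlrp3* had 85.6 ± 29.5 CPM (SD, n = 4) in WT and 1.29 ± 0.785 CPM (SD, n = 4) in *Nlrp3-/-* M-MDSCs, a log2 fold change of −6.06 (standard error 0.39, adjusted p = 9.67e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
WT and *Nlrp3-/-* samples carry the same replicate numbers but come from different mice. The deviations of same-numbered samples from their group means had a mean correlation of −0.17 across genes. A batch shared by same-numbered samples would make it positive, so the block has no known basis. A call lost under the block does not by itself show a smaller genotype effect. With the replicate number as a block, 425 genes passed, 67 higher and 358 lower, and 423 of them were among the 1060. *Nlrp3* then had an adjusted p of 0.000509 from the same test. When the counts were scaled by library size only, the split became 684 higher and 569 lower (45.4% lower), and the median log2 fold change of all tested genes rose from 0.07 to 0.17. A correction of each sample for the GC content and length of the transcripts was chosen after the data were seen. After it 652 genes passed, 282 higher and 370 lower (56.7% lower), and 482 of them were among the 1060. The correction differs between the genotypes, so it also removes any true genotype effect that goes with GC content or length. The block and the correction together moved the count most, to 37 genes. With each sample left out in turn, between 450 and 1783 genes passed.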

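Hand-written lists of genes took the place of annotation terms, and a preranked enrichment (fgsea, genes ranked by −log10 p times log2 fold change) was run on 9 lists in each subset, with Benjamini-Hochberg adjustment over all 18 tests. In M-MDSCs 4 lists passed an adjusted p of 0.05. With the replicate number as a block 3 passed, and after the correction for GC content and length 0 passed, although 6 then had an unadjusted p under 0.05. The 77 tested genes of the interferon list held 8 DEGs higher in *Nlrp3-/-* mice, *Irf1*, *Irf3*, *Irf7* and *Tap1* among them, and 5 lower. Their normalized enrichment score (NES) was 1.27 (adjusted p = 0.126 from the preranked enrichment), and 1.19 with the block (adjusted p = 0.253 from the same enrichment). The interferon list passed when genes were ranked by signed −log10 p (NES 1.64, adjusted p = 0.00906 from the enrichment on that ranking) and with scaling by library size only (NES 1.49, adjusted p = 0.0376). Among the 64 tested genes for myeloid differentiation were 3 DEGs higher and 8 lower, including *Smad7*, *Rbpj* and *Runx1*. The NES of this list was −1.27 both without and with the block (adjusted p = 0.209 and 0.249 from the preranked enrichment). The 109 tested genes for DNA damage and repair held 2 DEGs higher and 14 lower. Their NES was −1.54 (adjusted p = 0.0152 from the preranked enrichment) and also −1.54 with the block (adjusted p = 0.0151). With GC content and length corrected for, it was −1.43 (adjusted p = 0.103 from the same enrichment).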

Pathway analysis of DEGs performed on Gene Ontology terms demonstrated that M-MDSCs from *Nlrp3^-/-^* mice exhibited an inflammatory phenotype consisting of pathways involved in the interferon-alpha production, myeloid cell differentiation, and the response to DNA damage and repair pathways (**Figure 5B**). 

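*Cebpz*, on chromosome 17 from 78919006 to 78937066, had 289 ± 15.0 CPM (SD, n = 4) in WT and 128 ± 9.47 CPM (SD, n = 4) in *Nlrp3-/-* M-MDSCs. Its log2 fold change was −1.18 (standard error 0.14, adjusted p = 0.00128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block the adjusted p was 0.0245 from the same test. Once GC content and length were corrected for, its log2 fold change was −0.87, and with the block and the correction together its adjusted p was 0.0622 from that test. *Nfe2l2*, which encodes NF-E2-related factor 2 and lies on chromosome 2 from 75675513 to 75704641, had 252 ± 55.0 CPM (SD, n = 4) in WT and 139 ± 22.4 CPM (SD, n = 4) in *Nlrp3-/-* M-MDSCs. Its log2 fold change was −0.85 (standard error 0.19, adjusted p = 0.0177 from edgeR's quasi-likelihood test), with an adjusted p of 0.0397 under the block and of 0.104 under the block and the correction together. For both genes all WT samples lay above all *Nlrp3-/-* samples (exact permutation test, p = 0.0286). *Cebpz* passed in each of the 8 fits that left out a sample, and *Nfe2l2* did not pass in 3 of them, with an adjusted p of up to 0.0561 from the same test.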

Importantly, transcription factors that have been closely linked to the suppressive activity of MDSCs (16, 33) (i.e., Cebpz, NF-E2-related factor 2) were downregulated in *Nlrp3-*deficient M-MDSCs (**Figure 5C**). Furthermore, genes associated with the antigen presentation process (*H2Aa*, *Tap1*, and *Cd209d*), as well as genes related to metabolic processes (*Lamtor1*, *Akt2*) were increased in M-MDSCs from *Nlrp3^-/-^* mice (**Figure 5C**). 

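The paper names 24 genes for M-MDSCs in its text and figures, and 23 of them were tested. All 23 had the paper's direction, 22 passed both thresholds, also when the FDR was computed over the 23 alone, and 21 separated the genotypes completely. The paper picked these genes from the same libraries, so their direction and calls are not independent evidence. An FDR over such a list alone is too lenient. Under the replicate block, 7 of the 23 passed, after the correction for GC content and length 13, and with both 1. In the 8 fits that each left out a sample, 10 to 22 of the 23 passed. *Cd226*, with 1 to 18 counts per library, had too few counts to be tested, and *Cd5* had a log2 fold change of 0.08 (adjusted p = 0.933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.954 with the block). *H2-Aa*, on chromosome 17 from 34282744 to 34287823, had 427 ± 72.4 CPM (SD, n = 4) in WT and 766 ± 193 CPM (SD, n = 4) in *Nlrp3-/-* M-MDSCs, a log2 fold change of 0.84 (standard error 0.20, adjusted p = 0.0220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM was 9.06 in WT replicate 2 and 8.59 to 8.63 in the other WT samples. *Tap1*, on chromosome 17 from 34187553 to 34197225, had 144 ± 15.8 CPM (SD, n = 4) and 218 ± 25.4 CPM (SD, n = 4), a log2 fold change of 0.60 (standard error 0.15, adjusted p = 0.0277 from the same test). *Cd209d*, on chromosome 8 from 3871824 to 3878555, belongs to a family of similar genes, so its counts are uncertain. It had 1.91 ± 0.987 CPM (SD, n = 4) and 9.15 ± 2.71 CPM (SD, n = 4), a log2 fold change of 2.34 (standard error 0.44, adjusted p = 0.00832 from the same test). *Lamtor1*, on chromosome 7 from 101905904 to 101926675, had 179 ± 20.1 CPM (SD, n = 4) and 300.1 ± 32.6 CPM (SD, n = 4), a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.0110 from the same test). *Akt2*, on chromosome 7 from 27591552 to 27640826, had 74.8 ± 4.71 CPM (SD, n = 4) and 132 ± 32.0 CPM (SD, n = 4), a log2 fold change of 0.82 (standard error 0.18, adjusted p = 0.0163 from the same test). All 5 genes were higher in every *Nlrp3-/-* sample than in every WT sample (exact permutation test, p = 0.0286 for each).
With the block none of the 5 passed, with adjusted p-values from the same quasi-likelihood test of 0.0570 for *H2-Aa*, 0.102 for *Tap1*, 0.0529 for *Cd209d*, 0.0503 for *Lamtor1* and 0.0559 for *Akt2*. Their log2 fold changes with the block were 0.82, 0.60, 2.33, 0.74 and 0.79 in the same order, close to those without it. After the correction for GC content and length *Tap1* (log2 fold change 0.34, adjusted p = 0.156 from the same test) and *Lamtor1* (0.44, adjusted p = 0.0778) did not pass. The other 3 passed after the correction. *Tap1* fell under the 1.5-fold minimum with DESeq2 (log2 fold change 0.58), with its size factors and in the model of all 16 samples, where *Akt2* did not pass either (adjusted p = 0.0554 from the quasi-likelihood test). Of the 8 fits that left out a sample, *H2-Aa* lost its call in 4, *Tap1* in 6, *Akt2* in 3 and *Lamtor1* in 1. In the same samples 14 tested genes of dendritic cells and macrophages had a mean log2 CPM that was 1.16 higher in *Nlrp3-/-* than in WT M-MDSCs (exact permutation test, p = 0.0286, adjusted p = 0.124 by Benjamini-Hochberg over 26 exact tests). Without the 5 genes whose values had been seen the difference was 0.74 (exact permutation test, p = 0.0571).

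**Figure D2:**
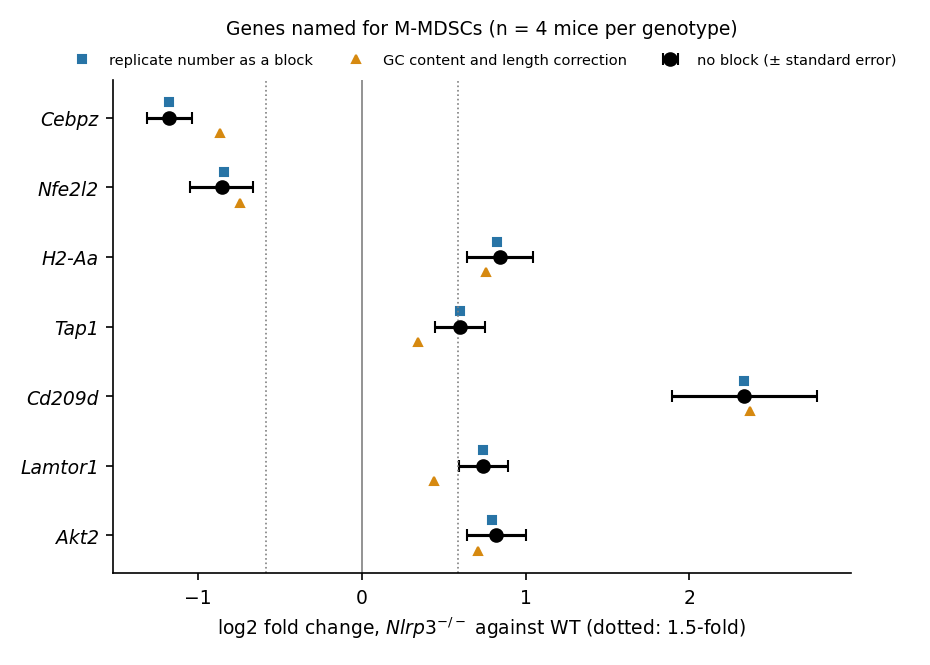
Log2 fold change of 7 genes between *Nlrp3-/-* and WT M-MDSCs (n = 4 mice per genotype), without a block (circles, bars are standard errors), with the replicate number as a block (squares) and after the correction for GC content and length (triangles). Dotted lines mark a fold change of 1.5. *Cebpz* and *Nfe2l2* lie below 0 and the other 5 above it in all 3 fits, and the triangles of *Tap1* (0.34) and *Lamtor1* (0.44) lie inside the dotted lines.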

In support, GSEA, based on the Molecular Signatures Database (MSigDB) Hallmark and Gene Ontology gene set collections, revealed that *Nlrp3-*deficient M-MDSCs were metabolically re-programmed since they demonstrate enriched expression of transcripts related to the “oxidative phosphorylation” (NES 1.44, FDR 0.15) gene set, but were negatively correlated with “mTORC1 signaling” (NES −1.34, FDR 0.21) and “reactive oxygen species” (NES −1.32, FDR 0.20) (**Figure 5D**).

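The same enrichment was run on hand-written lists for these processes, so its scores stand beside those of the MSigDB sets without being comparable to them. The oxidative phosphorylation list (76 tested genes, 62 with a positive log2 fold change, 3 DEGs higher and 0 lower) had an NES of 1.85 (adjusted p = 0.00252 from the preranked enrichment) and, with the replicate number as a block, of 1.61 (adjusted p = 0.0148). With GC content and length corrected for, its NES was 1.50 (adjusted p = 0.103 from the same enrichment), and without *Nlrp3-/-* replicate 1 it was 0.843 (adjusted p = 0.845). Across mice the mean log2 CPM of the oxidative phosphorylation list was 6.67 ± 0.0637 (SD, n = 4) in WT and 6.85 ± 0.223 (SD, n = 4) in *Nlrp3-/-* M-MDSCs. The genotypes overlapped (exact permutation test, two-sided, p = 0.171), with *Nlrp3-/-* replicate 2 (6.54) below every WT sample. The mTORC1 list (94 tested genes, 0 DEGs higher and 4 lower) had an NES of −1.19 (adjusted p = 0.295 from the preranked enrichment) and of −1.20 with the block (adjusted p = 0.268). The list for reactive oxygen species (63 tested genes, 3 DEGs higher and 7 lower, *Nfe2l2* among them) had an NES of −1.21 (adjusted p = 0.295 from the preranked enrichment) and of −1.23 with the block (adjusted p = 0.268). Its direction changed with limma's camera test in place of the enrichment (higher, adjusted p = 0.706 from camera). None of the 16 alternatives brought the mTORC1 or the reactive oxygen species list past the threshold.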

**Figure 5:**
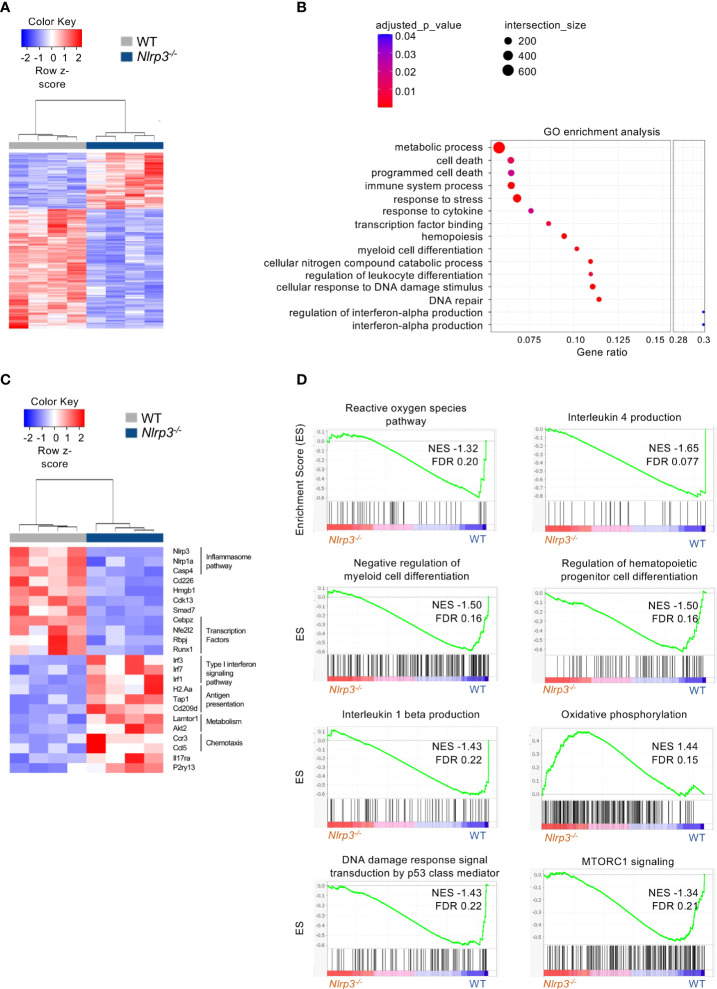
Extensive transcriptomic re-programming of *Nlrp3^-/-^* M-MDSCs. **(A)** Heatmap of DEGs from M-MDSCs from tumor-bearing *Nlrp3^-/-^* (*n* = 4) and WT (*n* = 4) mice. **(B)** Pathway analysis of DEGs from *Nlrp3^-/-^* vs. WT. **(C)** Heatmap of selected DEGs from M-MDSCs from tumor-bearing *Nlrp3^-/-^* and WT mice. **(D)** GSEA plot showing the enrichment of “Reactive oxygen species pathway” (NES −1.32, FDR 0.20), “Interleukin 4 production” (NES −1.65, FDR 0.077), “Negative regulation of myeloid cell differentiation” (NES −1.50, FDR 0.16), “Regulation of hematopoietic progenitor cell differentiation” (NES −1.50, FDR 0.16), “Interleukin 1-beta production” (NES −1.43, FDR 0.22), “Oxidative phosphorylation” (NES 1.44, FDR 0.15), “DNA damage response signal transduction by p53 class mediator” (NES −1.43, FDR 0.22), and “MTORC1 signaling” (NES −1.34, FDR 0.21) gene set.

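In G-MDSCs 9273 genes were tested and 1522 passed both thresholds, 436 higher and 1086 lower in *Nlrp3-/-* mice (71.4% lower), with a median absolute log2 fold change of 1.00. The genotypes did not overlap in 1356 of the DEGs and in 23.0% of all tested genes, against the 2.86% that chance gives. The mean of *Nlrp3* was 232 ± 25.5 CPM (SD, n = 4) in WT and 6.95 ± 2.81 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs, a log2 fold change of −5.06 (standard error 0.26, adjusted p = 6.79e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Same-numbered WT and *Nlrp3-/-* G-MDSC samples deviated from their group means with a mean correlation of −0.19 across genes. With the replicate number as a block, 985 genes passed, 199 higher and 786 lower, of which 979 were among the 1522, and the adjusted p of *Nlrp3* was 4.45e-05 from the same test. With scaling by library size only, 793 genes were higher and 854 lower (51.9% lower), and with upper-quartile scaling 636 and 992 (60.9% lower). In a model of all 16 samples 840 were higher and 1039 lower (55.3% lower). The median log2 fold change of all tested genes was 0.03, against 0.16 with library size only and 0.12 in the model of all 16 samples. The correction for GC content and length, chosen after the data were seen, gave 981 genes, 430 higher and 551 lower (56.2% lower), of which 679 were among the 1522. Together with the block it gave 384 genes, the largest move of the count.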

Regarding the G-MDSCs, differential expression analysis revealed 1,521 DEGs (|FC| > 1.5, FDR< 0.05) between tumor-bearing *Nlrp3-*deficient and WT mice (**Figure 6A**), with 466 and 1,055 genes to be up- and downregulated, respectively (**Supplementary Figure 6B**). Pathway analysis showed an enrichment in tumor necrosis factor (TNF)-alpha/NF-kB as well as the mTOR and AKT signaling pathways (**Figure 6B**), consistent with an inflammatory re-programming of *Nlrp3-*deficient G-MDSCs. 

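In G-MDSCs 3 of the 9 hand-written lists passed an adjusted p of 0.05, 2 passed with the replicate number as a block, and 0 after the correction for GC content and length, where 2 had an unadjusted p under 0.05. The list for the response to TNF and NF-kB had 117 tested genes, with 15 DEGs higher and 11 lower in *Nlrp3-/-* G-MDSCs. Its NES was 0.910 (adjusted p = 0.381 from the preranked enrichment), and 1.10 with the replicate number as a block (adjusted p = 0.348). It passed when genes were ranked by signed −log10 p (NES 1.29, adjusted p = 0.0366 from the enrichment on that ranking), and its direction changed in 3 of the 8 fits that left out a sample, to an NES of down to −0.750. The mTORC1 list (88 tested genes, 2 DEGs higher and 8 lower) had an NES of −1.02 (adjusted p = 0.516 from the preranked enrichment), and of −1.02 with the block (adjusted p = 0.540). *Nfkbid*, a gene of the NF-kB inhibitor family on chromosome 7 from 30421732 to 30428746, had 182 ± 31.1 CPM (SD, n = 4) in WT and 352 ± 86.6 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs. Its log2 fold change was 0.95 (standard error 0.19, adjusted p = 0.00439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of *Nfkbid* was 0.0246 with the block and 0.0504 after the correction for GC content and length, from the same test. *Tnfrsf1a*, which encodes a TNF receptor, had a log2 fold change of 0.58 (standard error 0.18, adjusted p = 0.0371 from the same test), just under the 1.5-fold minimum, and passed with scaling by library size only (0.69, adjusted p = 0.0142). With the block its adjusted p was 0.0929 from the same test.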

Interestingly, expression of oxidized low-density lipoprotein receptor 1 gene (*Olr1*, also known as LOX-1), a signature gene in G-MDSCs (34), was downregulated in *Nlrp3-*deficient cells (**Figure 6C**). In addition, expression of *Cd274* gene (known as PDL1), closely linked to tumor immune evasion (35, 36), was downregulated in *Nlrp3^-/-^* G-MDSCs (**Figure 6C**). 

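*Olr1*, on the minus strand of chromosome 6 from 129485244 to 129507165, had 21 to 62 counts per library in WT and 9 to 21 in *Nlrp3-/-* G-MDSCs. These are 9.11 ± 3.12 CPM (SD, n = 4) and 3.04 ± 0.990 CPM (SD, n = 4), a log2 fold change of −1.58 (standard error 0.40, adjusted p = 0.0146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All WT samples lay above all *Nlrp3-/-* samples (exact permutation test, p = 0.0286). In the fit with the replicate block, the adjusted p was 0.0623, and after the correction for GC content and length it was 0.0727 at a log2 fold change of −1.15, both from the same test.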

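*Cd274*, on chromosome 19 from 29367455 to 29388095, had 26.9 ± 6.13 CPM (SD, n = 4) in WT and 15.2 ± 4.42 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs. The log2 fold change was −0.82 (standard error 0.25, adjusted p = 0.0377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the samples of the genotypes did not overlap (exact permutation test, p = 0.0286). The adjusted p was 0.0876 with the replicate number as a block, 0.0591 with scaling by library size only, 0.0533 with upper-quartile scaling and 0.0516 in the model of all 16 samples, each from the same quasi-likelihood test. Once GC content and length were corrected for, the log2 fold change was −0.48 (adjusted p = 0.244 from the same test). The call was lost in 5 of the 8 fits that left out a sample.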

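Of the 24 genes that the paper names for G-MDSCs in its text and figures, all 24 were tested and had the paper's direction, and 20 passed both thresholds. The FDR over all tested genes was under 0.05 for 22, that over the 24 genes alone for all 24, and 18 separated the genotypes completely. These genes too were picked by the paper from the same libraries. Their direction and calls are therefore not independent evidence, and the FDR over the 24 alone is too lenient. With the replicate number as a block 10 of the 24 passed, after the correction for GC content and length 9, and with both 8. In the 8 fits that each left out a sample, 11 to 18 of the 24 passed. Among the 24 are 5 interferon genes. *Ifit3*, on chromosome 19 from 34583531 to 34588731, shares reads with its near-identical neighbour *Ifit3b*, so its counts are uncertain. It had 98.6 ± 39.1 CPM (SD, n = 4) in WT and 248 ± 72.6 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs, a log2 fold change of 1.34 (standard error 0.28, adjusted p = 0.00494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Irf7*, on chromosome 7 from 141262706 to 141266481, had 110.2 ± 17.8 CPM (SD, n = 4) and 192 ± 27.4 CPM (SD, n = 4), a log2 fold change of 0.80 (standard error 0.17, adjusted p = 0.00525 from the same test). *Irf3*, on chromosome 7 from 44997648 to 45002848, had 27.0 ± 5.79 CPM (SD, n = 4) and 47.3 ± 7.93 CPM (SD, n = 4), a log2 fold change of 0.80 (standard error 0.21, adjusted p = 0.0157 from the same test). These 3 genes were higher in every *Nlrp3-/-* sample (exact permutation test, p = 0.0286 for each). *Irf1*, on chromosome 11 from 53770014 to 53778374, had 605 ± 243 CPM (SD, n = 4) and 977 ± 115 CPM (SD, n = 4), a log2 fold change of 0.69 (standard error 0.23, adjusted p = 0.0549 from the same test). *Ifitm3*, on chromosome 7 from 141009586 to 141010770, also has similar family members, which makes its counts uncertain. It had 1040.4 ± 197 CPM (SD, n = 4) and 1548 ± 238 CPM (SD, n = 4), a log2 fold change of 0.57 (standard error 0.18, adjusted p = 0.0416 from the same test), under the 1.5-fold minimum. The genotypes overlapped for *Irf1* and *Ifitm3* (exact permutation test, p = 0.0571 for each).
With the block the adjusted p-values from the quasi-likelihood test were 0.0133 for *Ifit3*, 0.0276 for *Irf7*, 0.0281 for *Irf3*, 0.0521 for *Irf1* and 0.103 for *Ifitm3*. After the correction for GC content and length *Ifit3* passed, *Irf7* fell under the fold change minimum (log2 fold change 0.54), and *Irf3* had an adjusted p of 0.125 from the same test. *Irf1* and *Ifitm3* both passed with DESeq2 and with scaling by library size only. The hand-written interferon list (72 tested genes, 8 DEGs higher and 13 lower) had an NES of −0.798 (adjusted p = 0.845 from the preranked enrichment), and of −0.732 with the block (adjusted p = 0.909). Its direction changed with scaling by library size only (NES 1.07, adjusted p = 0.434 from the enrichment on that scaling), with limma's camera test (adjusted p = 0.439 from camera) and after the correction for GC content and length (NES 0.971, adjusted p = 0.526).

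**Figure D3:**
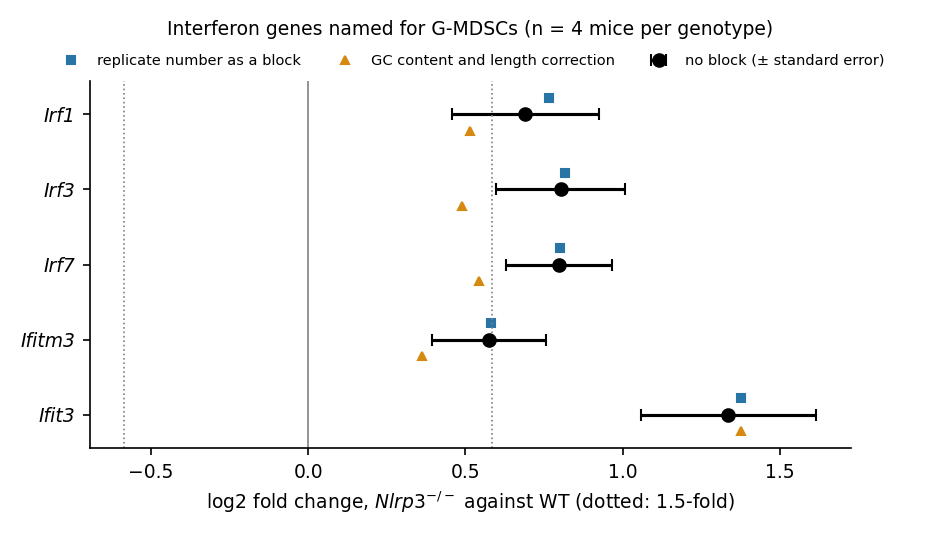
Log2 fold change of 5 interferon genes between *Nlrp3-/-* and WT G-MDSCs (n = 4 mice per genotype), without a block (circles, bars are standard errors), with the replicate number as a block (squares) and after the correction for GC content and length (triangles). Dotted lines mark a fold change of 1.5. All points lie above 0, and after the correction only *Ifit3* (1.38) lies beyond the dotted line.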

Notably, type I interferon genes were upregulated in G-MDSCs from *Nlrp3^-/-^* mice consistent with loss of suppressive function (32) (**Figure 6C**). 

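The hand-written list for reactive oxygen species had 60 tested genes in G-MDSCs, with 8 DEGs higher and 8 lower in *Nlrp3-/-* mice. Its NES was −1.03 (adjusted p = 0.516 from the preranked enrichment), and −0.959 with the replicate number as a block (adjusted p = 0.599). The direction changed when genes were ranked by signed −log10 p (NES 1.07, adjusted p = 0.394 from the enrichment on that ranking) and with limma's camera test (adjusted p = 0.347 from camera). *Sod2*, on chromosome 17 from 13006846 to 13040063, had 21.9 ± 4.79 CPM (SD, n = 4) in WT and 36.1 ± 8.22 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs. Its log2 fold change was 0.71 (standard error 0.23, adjusted p = 0.0457 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the samples of the genotypes overlapped (exact permutation test, p = 0.0571). With the block the adjusted p was 0.113 from the same test. With GC content and length corrected for, the log2 fold change was 1.26 (adjusted p = 0.00448 from the same test). *Sod2* lost its call in 6 of the 8 fits that left out a sample.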

Finally, GSEA revealed a metabolic rewiring in *Nlrp3-*deficient G-MDSCs as evident by the negative enrichment of the “regulation of response to reactive oxygen species” (NES −1.51, FDR 0.16) gene set (**Figure 6D**), which was further supported by the upregulation of superoxide dismutase 2 (*Sod2*) expression, an antioxidant enzyme crucial for mtROS scavenging (37), which is known to be highly expressed in mature neutrophils (38) (**Figure 6C**). Conclusively, these findings support an extensive transcriptomic re-programming of both M- and G-MDSCs in *Nlrp3^-/-^* tumor-inoculated animals, consistent with an inflammatory and less-suppressive phenotype.

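Among the 8823 genes tested in both subsets, 997 were DEGs in M-MDSCs and 1488 in G-MDSCs. The 647 DEGs in both all had the same direction, 98 higher and 549 lower in *Nlrp3-/-* mice, where independent draws of genes would give 168.1 in common (Fisher's exact test, two-sided, across genes, p = 1.37e-300). The log2 fold changes of the subsets had a Pearson correlation of 0.75 and a Spearman correlation of 0.72 across genes, which are not independent replicates. Both comparisons used the same 8 mice, and the libraries of a mouse deviated alike (mean correlation 0.24 in WT and 0.19 in *Nlrp3-/-* mice). The overlap and the correlation without a genotype effect are therefore not known, and 168.1 is not that value. Under the replicate block, 308 genes were DEGs in both, after the correction for GC content and length 345, and with both 21, the largest move. Across the genes tested, the log2 fold change rose with the GC content of the transcript (Spearman's rho 0.40 in each subset). In the decile of lowest GC content 9 genes were DEGs higher and 163 lower in M-MDSCs, and 11 higher and 254 lower in G-MDSCs. In the decile of highest GC content there were 95 higher and 7 lower, and 95 higher and 8 lower. A test of the difference between the genotype effects of the subsets over 10696 genes found 3 genes with an adjusted p under 0.05, and 480 with an unadjusted p under 0.05 where 534.8 are expected by chance. The subsets of a mouse are not independent, and with the mouse as a block 4 genes had an adjusted p and 902 an unadjusted p under 0.05, or 5 and 811 with the correction as well. The inflammasome list, which holds *Nlrp3* itself, had an NES of −1.68 in M-MDSCs (adjusted p = 0.00997 from the preranked enrichment) and of −1.44 in G-MDSCs (adjusted p = 0.0478). With the replicate number as a block these were −1.69 (adjusted p = 0.00921 from the same enrichment) and −1.36 (adjusted p = 0.190). Once GC content and length were corrected for, neither passed (adjusted p = 0.103 in both from the same enrichment). The paper reasons from the number of DEGs in each subset, the pathway analysis and GSEA, the lower expression of genes it links to suppressive activity (*Cebpz* and *Nfe2l2* in M-MDSCs), to G-MDSC identity (*Olr1*) and to tumor immune evasion (*Cd274* in G-MDSCs), and the higher expression of antigen presentation, interferon and metabolic genes. From these it proposes that both subsets are extensively re-programmed in *Nlrp3-/-* tumor-bearing mice, with an inflammatory and less suppressive phenotype. The paper tests suppression itself separately, in a co-culture of sorted MDSCs with T cells, and reports that both *Nlrp3-/-* subsets suppressed less.

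**Figure D4:**
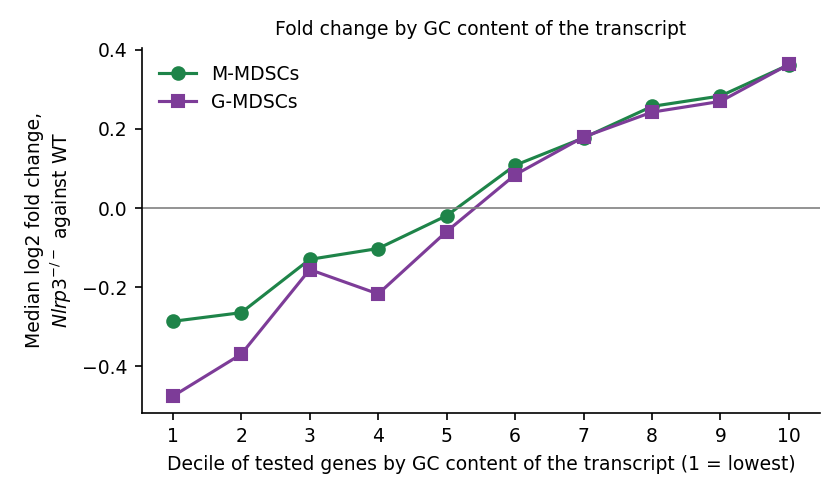
Median log2 fold change between *Nlrp3-/-* and WT in each decile of the tested genes by GC content of the transcript, for M-MDSCs (circles) and G-MDSCs (squares). From the lowest to the highest decile the median rises from −0.29 to 0.36 in M-MDSCs and from −0.48 to 0.36 in G-MDSCs.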

**Figure 6:**
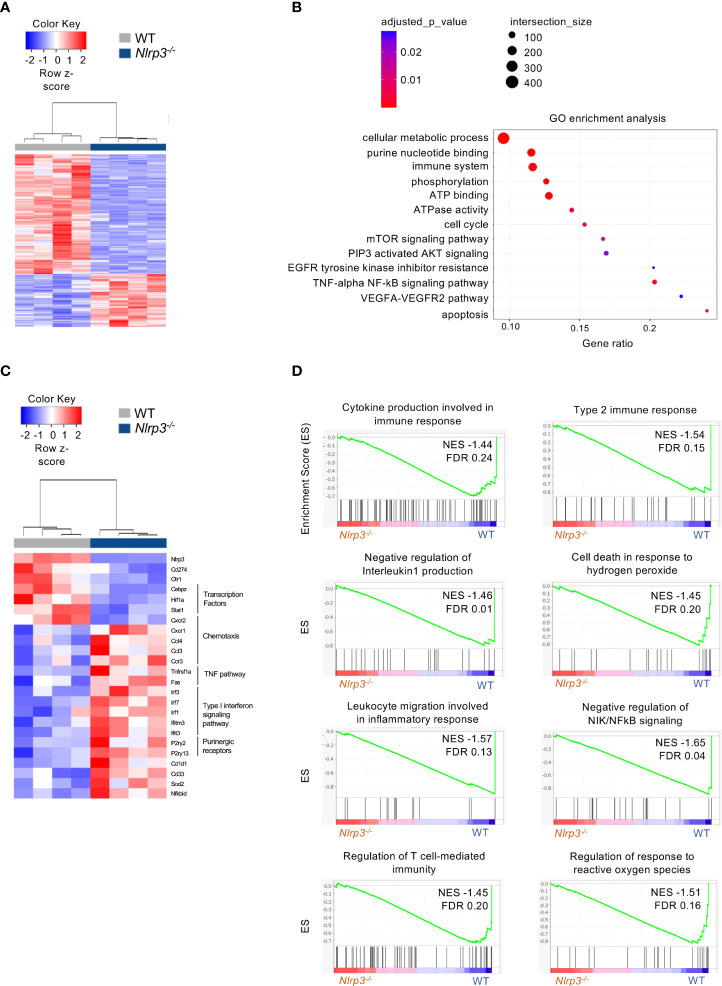
NLRP3 deficiency induces a transcriptional re-wiring to G-MDSCs. **(A)** Heatmap of DEGs from G-MDSCs from tumor-bearing *Nlrp3^-/-^* (*n* = 4) and WT (*n* = 4) mice. **(B)** Pathway analysis of DEGs from *Nlrp3^-/-^* vs. WT. **(C)** Heatmap of selected DEGs from G-MDSCs from tumor-bearing *Nlrp3^-/-^* and WT mice. **(D)** GSEA plot showing the enrichment of “Cytokine production involved in immune response" (NES −1.44, FDR 0.24), “Type 2 immune response” (NES −1.54, FDR 0.15), “Negative regulation of interleukin 1 production” (NES −1.46, FDR 0.01), “Cell death in response to hydrogen peroxide” (NES −1.45, FDR 0.20), “Leukocyte migration involved in inflammatory response” (NES −1.57, FDR 0.13), “Negative regulation of NIK/NFkB signaling” (NES −1.65, FDR 0.04), “Regulation of T cell-mediated immunity” (NES −1.45, FDR 0.20), and “Regulation of response to reactive oxygen species” (NES −1.51, FDR 0.16) gene set.

### *Nlrp3*-deficient MDSC subsets demonstrated impaired suppressive activity

To provide evidence for the functional re-programming of MDSC subsets in *Nlrp3*-deficient mice as suggested by the transcriptomic analysis, we set up an *in vitro* suppression assay. To this end, highly pure M-MDSCs and G-MDSCs were isolated from the spleens of melanoma-bearing *Nlrp3^-/-^* and WT animals and co-cultured with CellTrace Violet (CTV)-labeled T effector (CD4^+^Foxp3^-^) cells sorted from naïve Foxp3^GFP^ mice in the presence of anti-CD3/anti-CD28 activation beads (**Figure 7A**). Both MDSC subsets from *Nlrp3^-/-^* mice displayed reduced suppressive ability compared with their WT counterparts as evidenced by decreased CTV dilution (**Figure 7B**). Furthermore, absence of T-cell suppression by *Nlrp3^-/-^* MDSC subsets was accompanied by enhanced activation of T cells as demonstrated by the CD25 and CD44 expression (**Figure 7B**). Overall, these data reveal that NLRP3 deficiency attenuates the suppressive activity of MDSC subsets.

**Figure 7:**
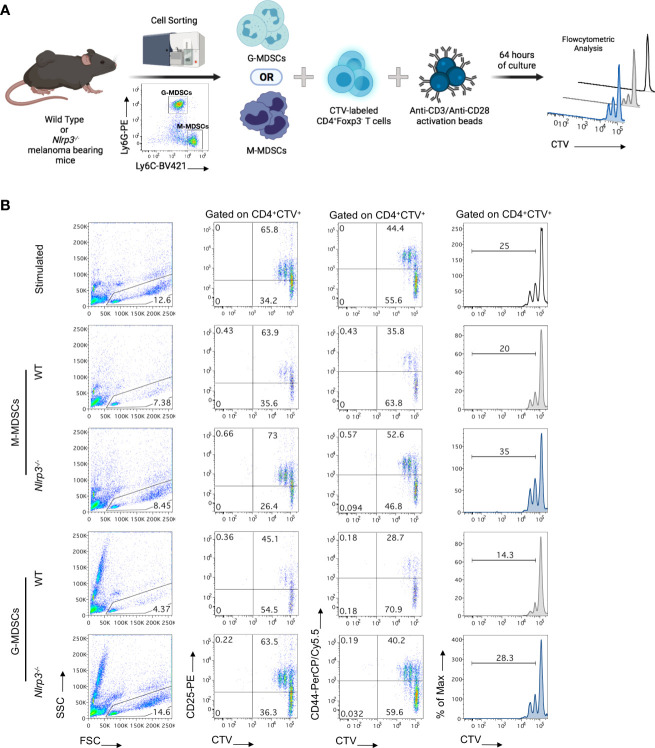
MDSC subsets from *Nlrp3^-/-^* mice exhibit an impaired suppressive function. **(A)** Schematic representation of the *in vitro* experimental setup for the evaluation of the suppressive ability of MDSC subsets. M-MDSCs and G-MDSCs were sorted from the spleen of WT (*n* = 2) and *Nlrp3^-/-^* (*n* = 2) melanoma-bearing mice and were co-cultured, at different ratios, with CellTrace Violet (CTV)-labeled T effectors (CD4^+^Foxp3^–^) cells, isolated from the lymph nodes (LNs) of Foxp3^GFP^ naïve mice and activated by anti-CD3/anti-CD28 monoclonal antibodies. Suppressive activity of MDSC subsets was estimated 64 h later by flow cytometry. **(B)** Representative FACS plots showing the percentages of lymphocytes according to FSC and SSC, frequencies of CD4^+^CTV^+^CD25^+^ and CD4^+^CTV^+^CD44^+^ populations, and histograms of CTV MFI dilution of different culture conditions (T:M-MDSCs 1:1; T:G-MDSCs 3:1). Histogram plots were gated on CD4^+^CTV^+^ cells and thus represent Teff cell proliferation. Numbers in histograms represent percentages of proliferated cells. Representative data from two independent mouse samples (*n*) are shown. Illustration created with BioRender.com.

### Therapeutic targeting of NLRP3 inflammasome attenuates tumor growth and re-arranges the MDSC compartment

Considering that immunotherapy has demonstrated impressive results, yet in a small proportion of cancer patients, we sought to investigate whether pharmacologic inhibition of NLRP3 inflammasome in combination with ICI immunotherapy may demonstrate a synergistic therapeutic effect in tumor-bearing animals. For this reason, we first examined whether the MCC950 inhibitor, which prevents ATP hydrolysis, thus preserving an inactive conformation of NLRP3 inflammasome (39, 40), could efficiently inhibit NLRP3 inflammasome in primary splenocytes from naïve mice. Indeed, treatment with MCC950 of LPS-exposed splenocytes demonstrated a significant reduction of IL-1β secretion in culture supernatants confirming the potency to inhibit NLRP3 inflammasome (**Supplementary Figure 7B**). In the meantime, MCC950 did not demonstrate cytotoxic effects since assessment of 7-AAD expression by flow cytometry showed no differences between treated and non-treated cells (**Supplementary Figure 7A**).

In order to examine the therapeutic efficacy of MCC950 *in vivo* and whether it may possess a synergistic effect if combined with immune checkpoint immunotherapy, WT animals were inoculated with B16.F10 melanoma cells and treated with MCC950 alone or in combination with anti-PD-1 and anti-CTLA-4 monoclonal antibodies (**Figure 8A**). Strikingly, systemic pharmacological inhibition of NLRP3 inflammasome significantly reduced tumor growth in tumor-bearing compared to control-treated mice (**Figure 8B**). However, no significant differences in tumor growth were observed between MCC950-treated mice and those that received the combination treatment protocol (MCC950 + anti-PD-1/anti-CTLA-4 ICIs) (**Figure 8B**). The therapeutic effect of MCC950 was accompanied by modulation of the myeloid compartment and specifically a significant reduction of both MDSCs and CD11c^+^ DCs was observed (**Figure 8C**). Of interest, DC frequencies were further reduced in mice treated with the combination of MCC950 inhibitor and anti-PD-1/anti-CTLA-4 antibodies compared to MCC950 alone (**Figure 8C**). Importantly, pharmacologic MCC950-mediated inflammasome inhibition resulted in a significant increase in the spleen M-MDSCs and subsequent reduction of G-MDSCs as compared to the control-treated group (**Figure 8D**), recapitulating the results obtained in *Nlrp3^-/-^* tumor-inoculated animals. Collectively, therapeutic targeting of NLPR3 in tumor-bearing mice results in tumor regression and re-programming of the MDSC compartment, while no synergistic effect in combination with ICIs was observed.

**Figure 8:**
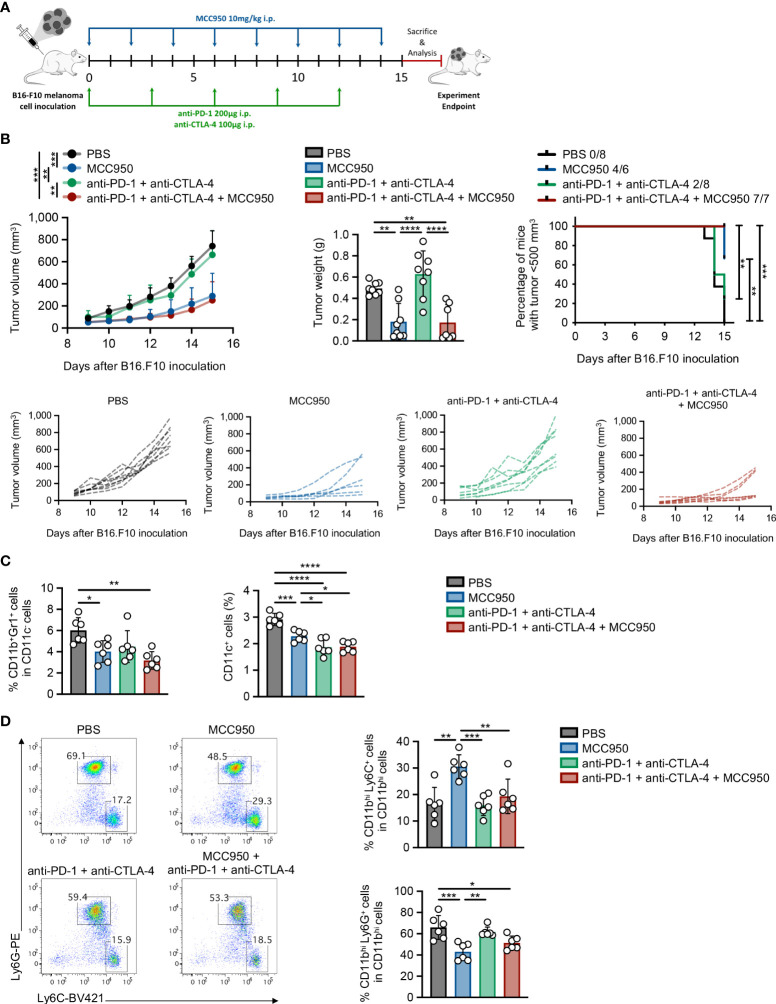
Pharmacologic inhibition of NLRP3 attenuates tumor growth and re-programs the MDSC compartment. **(A)** Experimental protocol for immunotherapy administration. B16.F10 melanoma-bearing C57BL/6J mice were treated with MCC950, anti-PD-1, and anti-CTLA-4 immune checkpoint inhibitors, or PBS as shown. Analysis was performed 15 days after tumor induction. **(B)** Tumor volume curve 9–15 days after B16.F10 inoculation, tumor weight on the experiment endpoint, and percentage of mice bearing tumors<500 mm^3^, with the ratio showing the number of mice with tumor<500 mm^3^/total injected mice (PBS: *n* = 8; MCC950: *n* = 8; anti-PD-1/anti-CTLA-4: *n* = 8; MCC950 + anti-PD-1/anti-CTLA-4: *n* = 7). **(C)** Frequencies of MDSCs and DCs in spleen tissue of B16.F10 melanoma-bearing C57BL/6J mice treated with the indicated treatments (PBS: *n* = 6; MCC950: *n* = 6; anti-PD-1/anti-CTLA-4: *n* = 6; MCC950 + anti-PD-1/anti-CTLA-4: *n* = 6), determined by flow cytometric analysis. **(D)** Representative FACS plots and frequencies of spleen-infiltrating M-MDSCs and G-MDSCs subsets of B16.F10 melanoma-bearing C57BL/6J mice treated with the indicated treatments (PBS: *n* = 6; MCC950: *n* = 6; anti-PD-1/anti-CTLA-4: *n* = 6; MCC950 + anti-PD-1/anti-CTLA-4: *n* = 6), determined by flow cytometric analysis. Data are shown as mean ( ± S.D.). Data from one **(C, D)** and representative data from two **(B)** independent experiments are shown. Statistical significance was obtained by one-way ANOVA with Tukey’s multiple comparison test or log(rank) test **(B)**. Symbols: (*), *p* ≤ 0.05; (**), *p* ≤ 0.01; (***), *p* ≤ 0.001; (****), *p* ≤ 0.0001, *n* = biologically independent mouse samples.

## Discussion

Inflammation is considered one of the most important hallmarks of cancer. However, as of today, therapeutic attempts in targeting the various inflammatory mediators that abundantly presented in the TME has shown limited success, highlighting the existence of unappreciated mechanisms of pro-tumorigenic inflammation. Herein, we reveal that targeting of the NLRP3 inflammasome in host cells, promotes tumor regression and induces re-wiring of the MDSCs, which constitute a major mechanism of tumor immune evasion. Specifically, we report a phenotypic, transcriptomic and functional re-programming between the monocytic and granulocytic subsets of MDSCs, upon *Nlrp3* deletion, during tumor development. Finally, pharmacologic inhibition of inflammasome, attenuates tumor growth and re-programs the MDSC compartment in a similar fashion to genetic silencing of *Nlrp3*.

Our findings are consistent with a pro-tumorigenic role of NLRP3 expression. This is in agreement with several studies, demonstrating that NLRP3 activation promoted tumor development in experimental models (41–47) and is associated with susceptibility to melanoma (48) and with poor survival in patients with advanced colorectal cancer (49) or development of various hematologic malignancies (47, 50). Despite these findings, an anti-tumorigenic role of NLRP3 has also been described as for example in NLRP3-deficient animals that showed increased susceptibility to colitis-associated cancer induced by dextran sulfate sodium (DSS) (51). In this line, a single-nucleotide polymorphism in *Nlrp3* gene Q705K (rs35829419) was correlated with decreased survival in colorectal cancer patients (52) and was also mapped at high frequency in patients with pancreatic cancer (53). Our TCGA analysis also revealed a contrasting correlation of NLRP3 expression and survival in patients with melanoma and lung cancer, building upon the proposed dual role of NLRP3 in cancer. In line with this, a previous pan-cancer analysis of NLRP3-related genes revealed that 15 types of cancer out of the 24 types analyzed demonstrated differential expression of NLRP3 signatures compared to normal samples and also showed that NLRP3 score could serve as an independent prognostic factor in SKCM (24). What determines the pro- versus the anti-tumorigenic role of NLRP3 remains obscure. It is possible that in the inflammatory context of the TME, the cell type in which NLRP3 operates, the genetic background, and the tumor cell per se possess a decisive role on NLRP3 activation and function during tumor development. Accordingly, activation of NLRP3 in cancer-associated fibroblasts (CAFs) (43) or macrophages (44) promoted tumor growth and metastasis supporting its pro-tumorigenic role, whereas sensing of dying tumors by DCs led to activation of NLRP3 followed by IL-1β secretion, which showed to be required for priming of tumor-specific IFN-γ-producing cytotoxic T lymphocytes promoting anti-tumor immunity consistent with an anti-tumorigenic role of NLRP3 in this cell subset (21). Finally, targeting NLRP3 expression in B16.F10 melanoma cells attenuated tumor growth and limited the expansion of MDSCs (54). Of note, in the latter study, *Nlrp3^-/-^* did not exhibit significant differences regarding B16.F10 melanoma cell growth compared to WT animals, in contrast to what we report. This discrepancy may account for the different strains of *Nlrp3^-/-^* mice used and/or the different melanoma cell numbers and method of injections (mixing with Matrigel) used in the two studies. Although studies with conditional targeting of *Nlrp3* in diverse cell types of the TME are still lacking, understanding the inflammasome role in an individual cell population that orchestrates the tumor immune evasion processes will provide further insights into the functional importance of this pathway and may introduce novel therapeutic targets.

Accumulating evidence in both preclinical models and patients with malignancies have established an important role of MDSCs in impeding tumor immune surveillance (5, 6, 8). Furthermore, MDSC-mediated suppression is an important mechanism of immunotherapy resistance. Therefore, major efforts over the last decade were placed for MDSC targeting to enhance anti-tumor immunity and immunotherapy responses (8, 55, 56). However, the heterogeneous nature of MDSCs and the limited knowledge on mechanisms *via* which may exert their function in the diverse tumor settings prevented such attempts. Our results demonstrate that the NLRP3/IL-1β pathway is activated in MDSCs in melanoma-bearing animals. Importantly, NLRP3 deficiency shifted the balance between M- and G-MDSCs frequencies, and transcriptomic analysis revealed that in the absence of *Nlrp3*, both MDSC subsets exhibited a robust re-programming highlighted by enrichment in type I IFN signature, inflammatory pathway signaling antigen processing and presentation transcripts, which has been closely linked to the functional properties of MDSCs. In addition, M-MDSCs showed enrichment in mTOR signaling, antigen processing, and presentation transcripts, which is in line with the findings by Alissafi et al. in which autophagy-deficient M-MDSCs upregulated the antigen presentation machinery and MHC-II expression promoting anti-tumor immunity (9). Moreover, G-MDSCs from *Nlrp3^-/-^* mice not only downregulated *Lox1* and *Pdl1* expression, which are associated with G-MDSC identity (34) and tumor immune evasion (35, 36), respectively, but also demonstrated enrichment in type I IFN signatures, which is linked to re-programming of granulocytic cells in the TME (32). Furthermore, the differential expression analysis from our RNA-seq data did not reveal any difference in the gene expression of Arginase-1 (Arg-1) and nitric oxide synthase 2 (Nos2) immunosuppressive factors, in both MDSC subsets. However, *Nlrp3* deficiency downregulated the expression of Stat-1 and hypoxia-inducible factor (Hif) 1a in G-MDSCs, which are transcription factors related to the immunosuppressive properties of MDSCs mainly by regulating *Arg-1* and *Nos2* expression (57–59). 

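In M-MDSCs the hand-written antigen presentation list had 45 tested genes, with 7 DEGs higher in *Nlrp3-/-* mice, *H2-Aa*, *Tap1* and *Cd209d* among them, and 1 lower. Its NES was 1.60 (adjusted p = 0.0478 from the preranked enrichment). In the fit with the replicate block, the NES was 1.44 (adjusted p = 0.0812 from the same enrichment), and after the correction for GC content and length it was 1.37 (adjusted p = 0.131). The list did not pass with limma's camera test (adjusted p = 0.0908 from camera) or without the filter on low counts (adjusted p = 0.123 from the preranked enrichment). It passed under 5 of the 16 alternatives. Without *Nlrp3-/-* replicate 1 its NES was 0.975 (adjusted p = 0.550 from the preranked enrichment). For *H2-Aa* the log2 CPM of a WT sample lay far above the others. The mean log2 CPM of the list was 6.15 ± 0.0697 (SD, n = 4) in WT and 6.27 ± 0.211 (SD, n = 4) in *Nlrp3-/-* M-MDSCs (exact permutation test, two-sided, p = 0.400).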

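*Arg1*, on chromosome 10 from 24915221 to 24927484, had 0 to 2 counts per library in M-MDSCs and 0 to 1 in G-MDSCs. *Nos2*, on chromosome 11 from 78920787 to 78960254, had 0 counts in all 8 M-MDSC libraries and 0 to 3 in G-MDSCs. Neither gene had enough counts to be tested in either subset. The smallest amount the depth can show, taken as 3 counts of the library total, was 0.506 to 1.31 CPM in M-MDSCs and 0.493 to 0.923 CPM in G-MDSCs. A difference between the genotypes in these genes was not detectable at this depth.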

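*Hif1a*, on chromosome 12 from 73901375 to 73947530, had 79.9 ± 15.1 CPM (SD, n = 4) in WT and 50.5 ± 3.45 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs, a log2 fold change of −0.66 (standard error 0.17, adjusted p = 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in every *Nlrp3-/-* sample than in every WT sample (exact permutation test, two-sided, p = 0.0286). With the replicate number as a block the adjusted p was 0.0533 from the same test. With scaling by library size only the log2 fold change was −0.53 and in the model of all 16 samples −0.57, both under the 1.5-fold minimum. The correction for GC content and length brought it to −0.16 (adjusted p = 0.589 from the same test). *Hif1a* lost its call in 2 of the 8 fits that left out a sample.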

Notably, the transcriptomic re-wiring of MDSC subsets in *Nlrp3^-/-^* mice was accompanied by loss of function in both subsets as demonstrated by their inability to suppress T-cell responses *in vitro*.

So far, NLPR3 activation has been shown to be involved in the mobilization and expansion/activation of MDSCs through IL-1β secretion, while NLRP3 or IL-1β inhibition limited the MDSC presence in the TME (20). Moreover, the progression of melanoma was found to be associated with elevated concentrations of IL-1β as compared to patients with stable disease, and enrichment of circulating monocytic MDSCs significantly correlated with a decreased progression free survival of melanoma patients (60). Interestingly, our results show that IL-1β is not decreased in the TME of melanoma-bearing *Nlrp3^-/-^* animals (data not shown), indicating that NLRP3 ablation may promote tumor regression and MDSC subset re-programming *via* an IL-1β-independent mechanism. Thus, IL-1β may be secreted in an inflammasome-independent fashion (61) or other inflammasome products like IL-18 are likely to explain these findings. In support, IL-18 has been shown to enhance the immunosuppressive properties of M-MDSCs and to promote their accumulation in the TME (62). Alternatively, NLRP3 may exert cell-intrinsic signaling, which could instruct the differentiation of MDSCs not only in the periphery but also in the BM. Indeed, our results point to decreased frequencies of GMPs in the BM of *Nlrp3^-/-^* mice, which may be a result of the reduced inflammation due to tumor regression or could be explained by an intrinsic effect due to the absence of NLRP3, which may imprint on MDSC generation and subset differentiation. These hypotheses need to be thoroughly investigated considering that NLRP3 expression is established in human and mouse HSPCs and its involvement in hematopoiesis is emerging (63).

Several stimuli have been reported to activate NLRP3, ranging from pathogen-associated molecular patterns and DAMPs leading to NFkB activation, to stressogenic molecules and pathways such as reactive oxygen species, hypoxia, and extracellular ATP (17). Our results demonstrated that extracellular ATP induces the functional activation of NLRP3 in tumor-induced MDSCs *ex vivo*, accompanied by IL-1β release. The mechanisms, however, leading to NLRP3 activation in MDSCs during tumor development remain obscure. The TME is characterized by hypoxic conditions, which may drive NLRP3 activation in infiltrated cells including MDSCs. However, expression of the hypoxia-inducible transcription factor Hif1a is downregulated in G-MDSCs from *Nlrp3*-deficient mice. In addition, tumor dying cells release large amounts of ATP, which mediate NLRP3 activation (21). 

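*P2ry2*, on chromosome 7 from 100996568 to 101012866, had 17.5 ± 3.43 CPM (SD, n = 4) in WT and 31.9 ± 11.4 CPM (SD, n = 4) in *Nlrp3-/-* G-MDSCs, a log2 fold change of 0.86 (standard error 0.27, adjusted p = 0.0405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM was 3.69 in WT replicate 2 and 4.24 to 4.34 in the other WT samples. *P2ry13*, on chromosome 3 from 59207892 to 59210882, had 202.7 ± 50.1 CPM (SD, n = 4) and 349 ± 39.7 CPM (SD, n = 4), a log2 fold change of 0.78 (standard error 0.19, adjusted p = 0.0122 from the same test). All *Nlrp3-/-* samples lay above all WT samples for both genes (exact permutation test, p = 0.0286). Under the replicate block, the adjusted p was 0.101 for *P2ry2* and 0.0307 for *P2ry13*, from the same quasi-likelihood test. With GC content and length corrected for, it was 0.128 for *P2ry2* and 0.00762 for *P2ry13*. *P2ry2* also did not pass in the model of all 16 samples (adjusted p = 0.0615 from the quasi-likelihood test) and in 5 of the 8 fits that left out a sample.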

Consistent with this, the transcriptomic profile of *Nlrp3^-/-^* G-MDSCs has shown upregulation of *P2ry2* and *P2ry13* purinergic receptor genes. Furthermore, recently, Treg cells showed to release large amounts of ATP, upon apoptosis in the TME (64), which may, in turn, activate the inflammasome in other cells in close proximity like MDSCs. This may be envisioned as a resistance mechanism in which therapeutic targeting of one suppressive axis (i.e., Tregs) may empower a second one (i.e., MDSCs) to cope with tumor immune evasion. In support of this hypothesis chemotherapy-induced cathepsin B release demonstrated to activate NLRP3 inflammasome in MDSCs, curtailing anti-tumor immunity (65). In contrast, ATP released from tumor cells (21) or perforin released from CD8^+^ cytotoxic T lymphocytes (CTLs) (66) activated NLRP3 in antigen-presenting cells (APCs) and promoted immunity against tumors. Overall, identification of pathways that lead to NLRP3 activation in MDSCs may provide novel insights into the specific targeting of inflammasome and its products to these potent suppressive cells.

One of the mechanisms of acquired resistance to immunotherapy is the immunosuppressive circuit in the TME, which blunts the induction of anti-tumor immune responses. ICIs revolutionized cancer treatment but still a significant percentage of patients fail to respond (1). Whether inflammasome activation contributes to immunotherapy resistance and whether its targeting could augment therapeutic efficacy is not fully understood. Our data show that pharmacologic inhibition of inflammasome induces regression of melanoma growth and re-programs the MDSC compartment in a similar fashion to *Nlrp3*-deficient mice. Of interest, the combination of the NLRP3 inhibitor with anti-CTLA-4/anti-PD-1 did not demonstrate a significant synergistic effect in regard to tumor growth but only in the frequencies of MDSC subsets. The extent of inflammation involvement in the enhancement of immunotherapy efficacy is unexplored. In this line, pharmacologic targeting of inflammasome de-repression, through disruption of the transmembrane protein TMEM176b, augments the therapeutic efficacy of anti-CTLA4/anti-PD1 by unleashing inflammasome activation (67). The inflammatory context and the cell type where anti-CTLA-4/anti-PD-1-mediated NLRP3 activation takes place to instruct anti-tumor immunity remain to be determined.

In conclusion, our findings place inflammasome in the therapeutic quiver of cancer, while further efforts should be aimed at overcoming immunotherapy resistance in combinatorial regimens incorporating inflammasome inhibitors.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus (GEO accession number: GSE188973).

## Ethics statement

The animal study was reviewed and approved by Institutional Committee of Protocol Evaluation of the IMBB together with the Directorates of Agricultural Economy and Veterinary, Region of Crete, Greece (14/10/2020 Heraklion, Greece, protocol 234446).

## Author contributions

IP designed and performed experiments, analysed the data, generated the figures and wrote the manuscript. MG performed bioinformatic analysis of RNA-seq data and interpretation. LB generated and provided critical reagents. AK performed the TCGA survival analysis and edited the manuscript. AH performed experiments, analysed data and critically edited the manuscript. PV designed and supervised the study, performed the data analysis and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Acknowledgments

We thank all the members of the P. Verginis laboratory for helpful discussions. We thank Efrosyni Markaki for assisting with experiments, and Pavlos Alexakos and Hara Roumpaki for technical assistance on animal handling and maintenance, in the animal facility of the Biomedical Research Foundation of the Academy of Athens [BRFAA] and Institute of Molecular Biology and Biotechnology Institute [IMBB], respectively. We also thank Anastasia Apostolidou and Hara Vlata for technical assistance on flow cytometry and cell sorting at BRFAA and IMBB, respectively, and Vasiliki Theodorou and Emmanuel Dialynas for assistance with the transcriptomic analysis. This work was supported by grants from the Greek General Secretariat of Research and Technology Aristeia II 3468, the T2EDK-02288, MDS-TARGET to P.V., and the COST Action Mye-EUNITER (BM1404, http://www.mye-euniter.eu), as part of the European Union Framework Program Horizon 2020.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Ablation of NLRP3 inflammasome rewires MDSC function and promotes tumor regression
**Source:** Front Immunol. 2022 Aug 10;13:889075. doi: 10.3389/fimmu.2022.889075
**Supplement:** Supplementary file 1

A

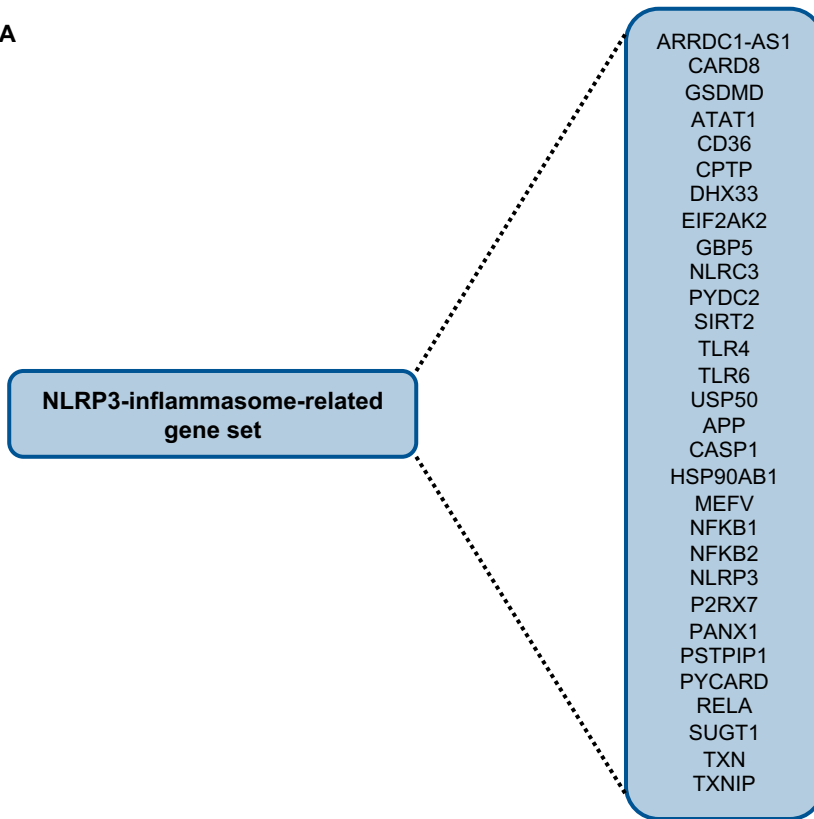

**Supplementary Figure 1. NLRP3-inflammasome-related gene set. (A)** Schematic representation showing the 30 pathway genes that were used in TCGA analysis to define the survival probability of LUSC and SKCM patients.

**A**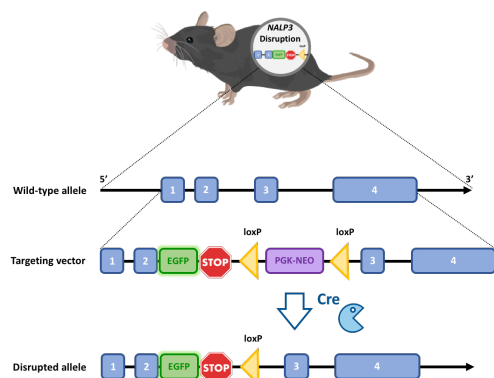**B**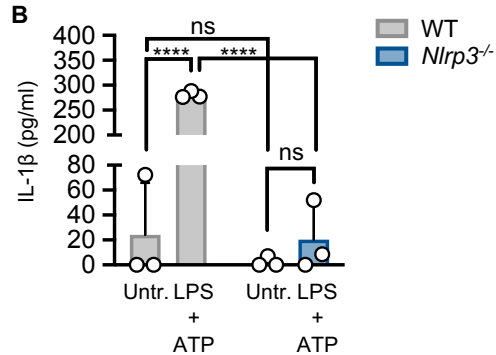**C**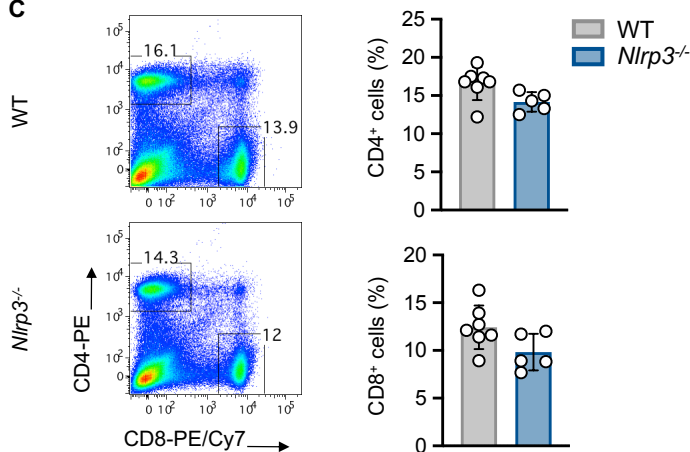**D**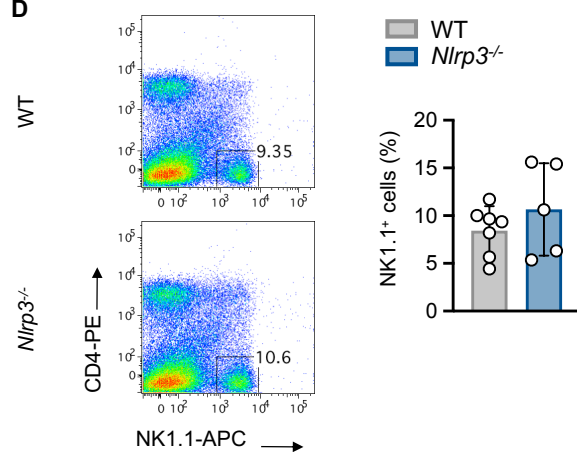**E**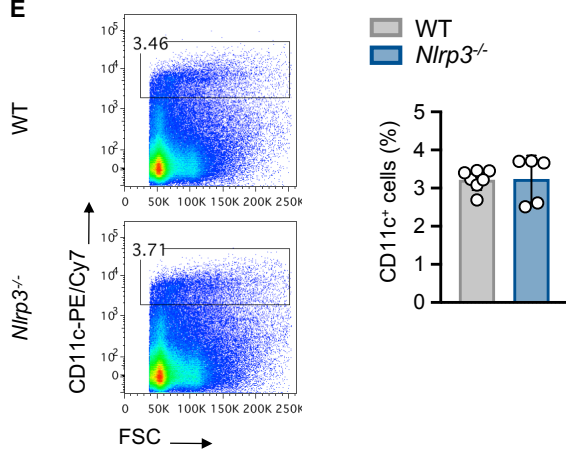**F**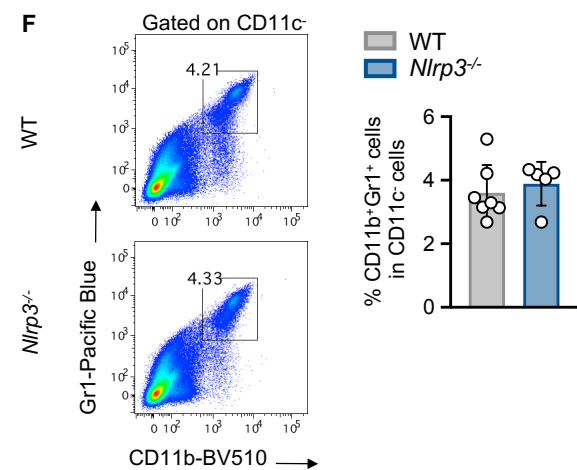**G**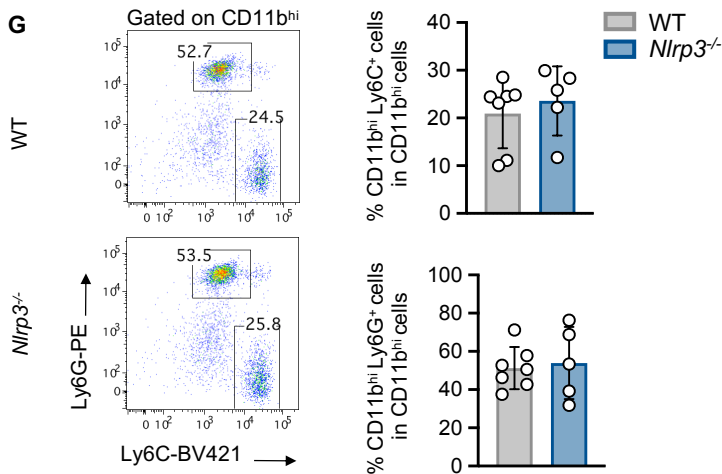

**Supplementary Figure 2. *Nlrp3* deficiency does not affect immune homeostasis.** (A) Schematic representation showing the gene targeting strategy for the generation of *Nlrp3* inflammasome knock out (*Nlrp3*<sup>-/-</sup>) mouse model. (B) Quantification of IL-1 $\beta$  levels (pg ml<sup>-1</sup>) in supernatants of untreated and LPS/ATP stimulated splenocytes from WT (n = 3) and *Nlrp3*<sup>-/-</sup> (n = 3) naïve mice, as determined by ELISA. (C-G) Representative fluorescence-activated cell sorting (FACS) plots and frequencies of spleen-infiltrating CD4<sup>+</sup> and CD8<sup>+</sup> T cells (C), NK1.1<sup>+</sup> cells (D), CD11c<sup>+</sup> dendritic cells (DCs) (E), CD11c<sup>-</sup>CD11b<sup>+</sup>Gr1<sup>+</sup> MDSC compartment (F) and CD11b<sup>high</sup>Ly6C<sup>+</sup>Ly6G<sup>-</sup> M-MDSCs and CD11b<sup>high</sup>Ly6C<sup>-</sup>Ly6G<sup>+</sup> G-MDSCs subsets (G) of naïve WT (n = 7) and *Nlrp3*<sup>-/-</sup> (n = 5) mice, determined by flow cytometric analysis. Data are shown as mean ( $\pm$ S.D.). Data from one (B) and representative data from two (C-G) independent experiments are shown. Statistical significance was obtained by one-way ANOVA with Tukey's multiple comparison test (B). Symbols: (\*\*\*\*),  $p \leq 0.0001$ , n = biologically independent mouse samples.

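In the GENCODE annotation of mm10, *Nlrp3* has 3 coding transcripts. The longest of them has 10 exons and 4021 nt, with its coding sequence between 59543113 and 59566260 on chromosome 11. The last exon runs from 59566164 to 59566956 and holds the 3′ end, where the libraries of the sorted MDSCs were read.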

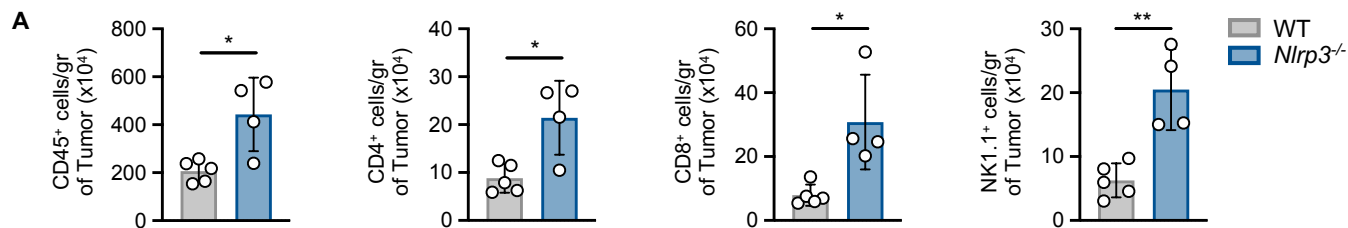

**Supplementary Figure 3. *Nlrp3* deficiency modulates the anti-tumor immune response in TME.**

**(A)** Absolute numbers of tumor-infiltrating CD45<sup>+</sup>, CD4<sup>+</sup>, CD8<sup>+</sup> and NK1.1<sup>+</sup> cells per gram of tumor tissue in WT (n = 5) and *Nlrp3*<sup>-/-</sup> (n = 4) mice 15 days after B16.F10 inoculation. Data are shown as mean (±S.D.). Statistical significance was obtained by unpaired Student's t-test. Symbols: (\*), p≤0.05; (\*\*), p≤0.01, n = biologically independent mouse samples.

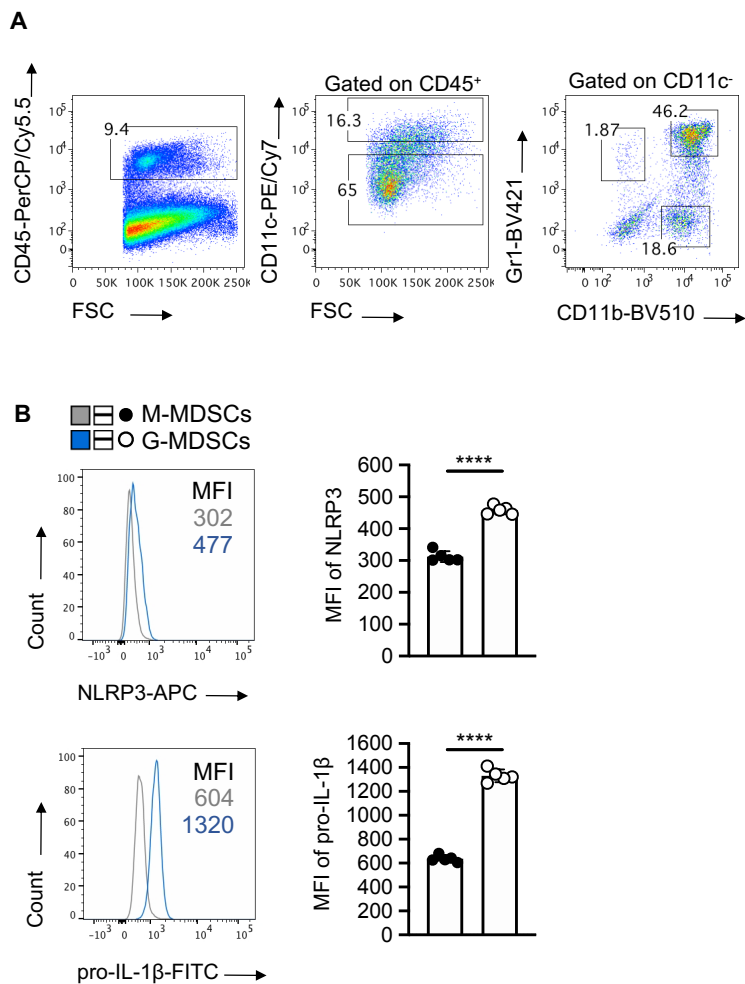

**Supplementary Figure 4. Gating strategy and NLRP3 expression in MDSC subsets.** (A, B) Data from tumor-bearing mice analysed 15 days after B16.F10 melanoma induction. (A) Gating strategy of CD11c<sup>+</sup>, CD11c-CD11b<sup>+</sup>Gr1<sup>+</sup>, CD11c-CD11b-Gr1<sup>+</sup> and CD11c-CD11b<sup>+</sup>Gr1<sup>-</sup> myeloid cell subsets in tumor site. (B) Representative histogram overlays of NLRP3 and pro-IL-1 $\beta$  expression and plots of NLRP3 and pro-IL-1 $\beta$  MFI of spleen-infiltrating M-MDSCs (n = 5) and G-MDSCs (n = 5) subsets. Data are shown as mean ( $\pm$ S.D.). Representative data from at least two independent experiments are shown. Statistical significance was obtained by unpaired Student's t-test. Symbols: (\*\*\*\*),  $p \leq 0.0001$ , n = biologically independent mouse samples.

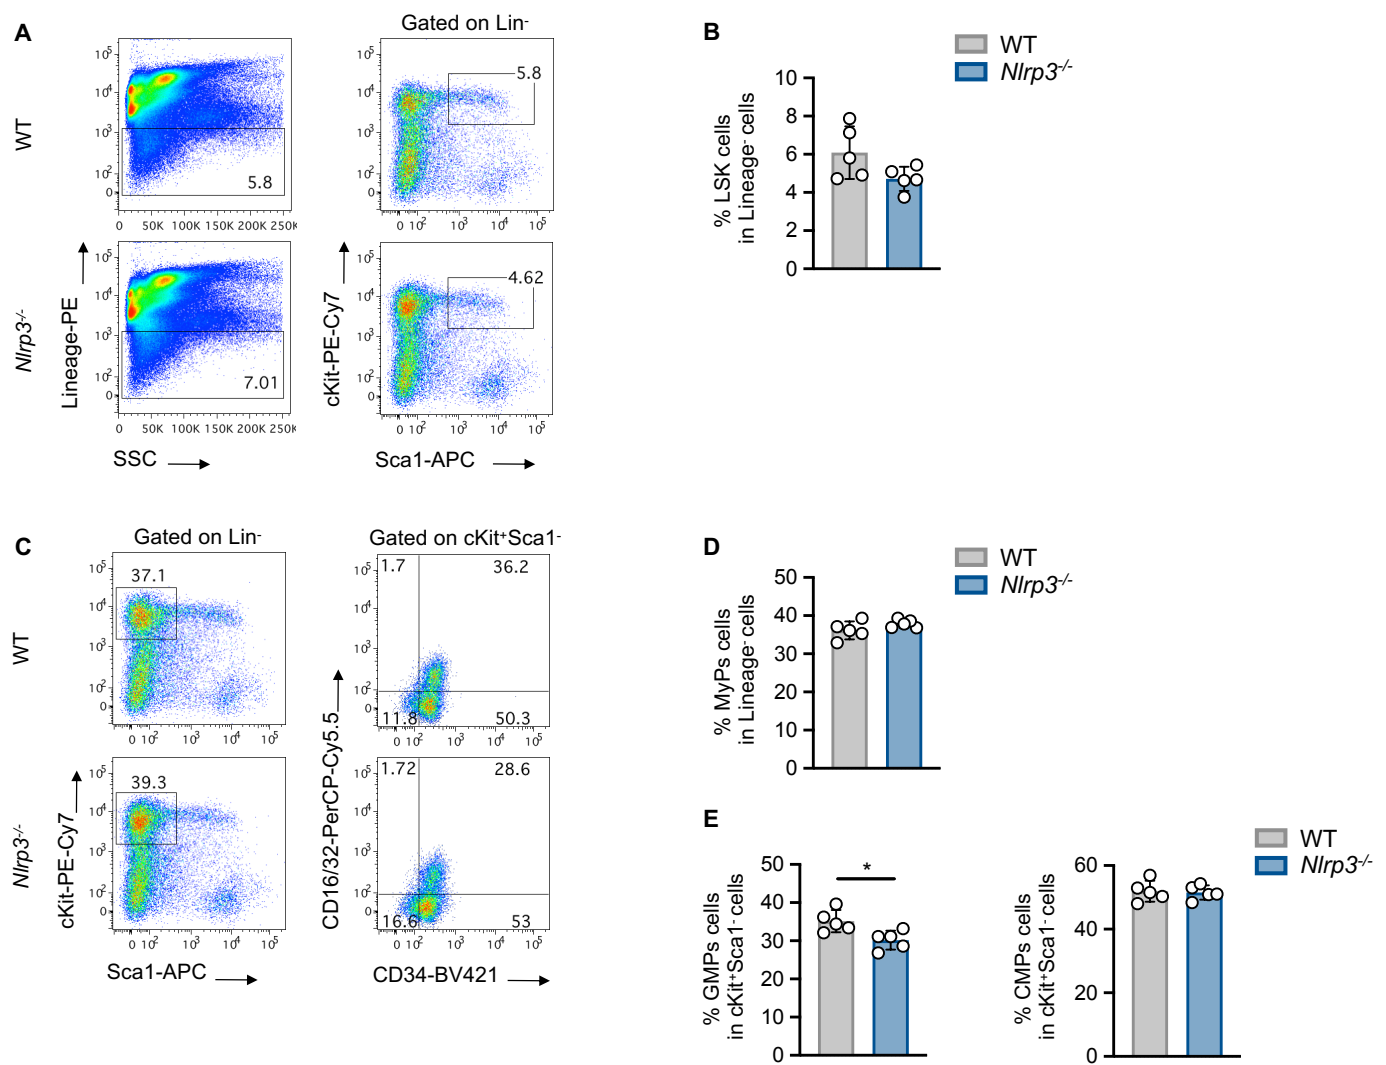

**Supplementary Figure 5. Decreased frequencies of granulocyte-myeloid progenitors in the BM of *Nlrp3<sup>-/-</sup>* mice.** (A, B) Gating strategy for the identification of the LSK compartment (A) and frequencies of LSK cells in Lineage<sup>-</sup> (CD11b<sup>+</sup>, CD16/32<sup>+</sup>, Gr1<sup>+</sup>, Ter119<sup>+</sup>, B220<sup>+</sup>, CD4<sup>+</sup>, CD8<sup>+</sup>) population (B) in the BM of WT (n = 5) and *Nlrp3<sup>-/-</sup>* (n = 5) mice 15 days after B16.F10 inoculation. (C-E) Gating strategy for the identification of MyPs subpopulations (C), frequencies of MyPs in Lineage<sup>-</sup> population (D) and frequencies of GMPs and CMPs within the MyP population (E) in the BM of WT (n = 5) and *Nlrp3<sup>-/-</sup>* (n = 5) mice 15 days after B16.F10 inoculation. Data are shown as mean (±S.D.). Representative data from three independent experiments are shown. Statistical significance was obtained by unpaired Student's t-test. Symbols: (\*), p≤0.05, n = biologically independent mouse samples.

**A**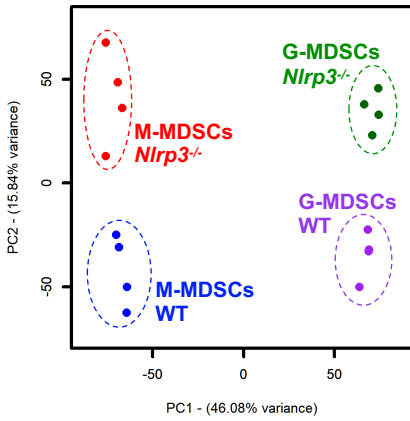**B**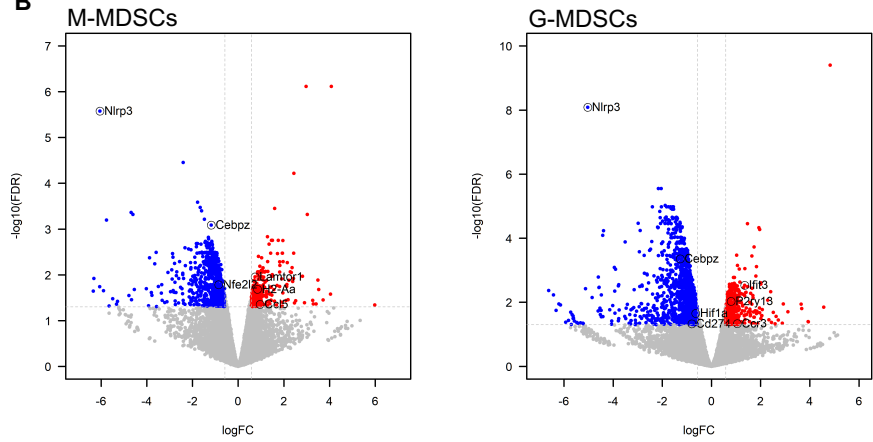

**Supplementary Figure 6. Transcriptomic re-programming of M- and G-MDSCs from tumor-inoculated *Nlrp3*<sup>-/-</sup> mice.** (A) Principal component analysis (PCA) showing the first 2 principal components (PC1, PC2) of RNAseq performed in G-/M-MDSCs from tumor-bearing mice of *Nlrp3*<sup>-/-</sup> and WT. The 4 groups are marked by different color as indicated in the legend alongside the plot. (B) Volcano plot of DEGs from M-MDSCs (left) and G-MDSCs (right) between *Nlrp3*<sup>-/-</sup> and WT tumor bearing mice. The blue dots denote downregulated genes and the red dots denote upregulated genes. Genes of interest have been noted in each volcano plot of both subsets.

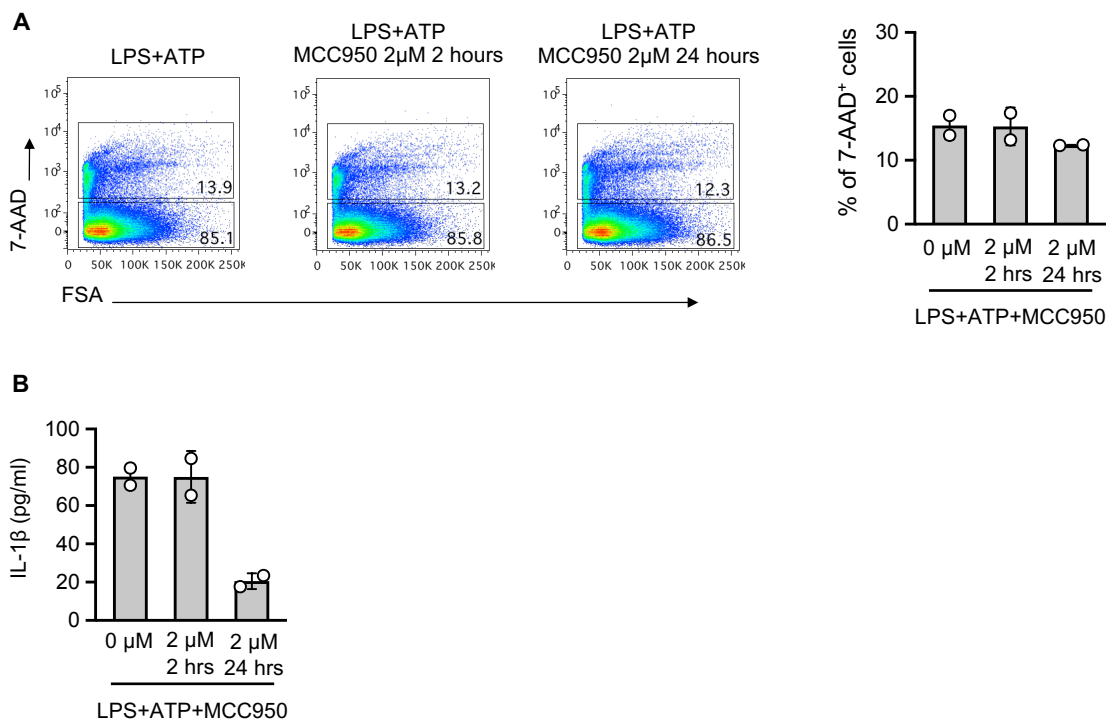

**Supplementary Figure 7. MCC950 efficiently inhibits NLRP3 inflammasome activation.** (A) Representative FACS plots and frequencies showing the percentages of 7-AAD<sup>+</sup> cells of WT splenocytes from naïve mice (n = 2), primed with LPS (1µg/ml), stimulated for NLRP3 inflammasome activity by ATP (5mM) inflammasome activator and treated with MCC950 (2µM) for the indicated time points. (B) Quantification of IL-1β levels (pg ml<sup>-1</sup>) in the supernatants of splenocytes stimulated with LPS and ATP and treated with MCC950, as measured by ELISA.

How the deposited data were processed for this re-analysis (not part of the article)

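mRNA was measured by QuantSeq 3′ sequencing in M-MDSCs and G-MDSCs sorted from the spleens of 4 WT and 4 *Nlrp3-/-* mice bearing B16.F10 tumors, 16 libraries in all. The authors mapped the reads to mm10 with hisat2, counted them on genes with htseq-count, and deposited the raw count of each of 24421 gene symbols per library. The deposited counts are whole numbers and were used as they are. The day of the sort is not stated for the sequenced samples, the paper's default being 15 days after tumor induction, and the paper gives 15 or 17 amplification cycles without naming the libraries. The paper lists its wild-type strain as purchased and its *Nlrp3-/-* mice as provided by another laboratory. It does not mention littermate controls. If the sequenced mice had these sources, their origin goes with genotype, and no comparison of the genotypes here can separate them.

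Gene locations, transcript lengths and GC contents were taken from the GENCODE annotation of mm10. Of the symbols, 24042 were matched to a transcript there, 23376 by symbol and 666 by an older symbol. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn in Python 3.11 with matplotlib 3.10.9. The paper's text, its supplement and its figures name edgeR's functions for normalization factors and tagwise dispersions, a further scaling by gene length, and the thresholds. For the test they refer to an earlier article, and the type of normalization factor, the filter on low counts and the scaling of the PCA are not named. Within each subset the 4 WT and 4 *Nlrp3-/-* samples were compared by edgeR's quasi-likelihood test after filterByExpr and TMM. A DEG has a Benjamini-Hochberg FDR under 0.05 and a fold change above 1.5 in either direction. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM were computed with a prior count of 2. Single values were compared by exact two-sided permutation tests over all assignments of 4 mice against 4, whose smallest p is 0.0286. A difference between the genotype effects of the subsets was tested in a model of all 16 samples.

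Gene lists were written by hand from general knowledge before the counts were read, in place of Gene Ontology and MSigDB sets, which were not used here. They were tested by fgsea's multilevel preranked enrichment with genes ranked by −log10 p times log2 fold change, a smallest list size of 5, a seed of 1, and Benjamini-Hochberg adjustment over the 18 tests of 9 lists in both subsets. A further 15 lists of other cell types, sex, proliferation and maturation served as checks. The genes named in the text follow a rule set in advance. They are every gene that the paper names for the subset in its text, Figures 5C and 6C or Supplementary Figure 6B, *Il1b*, and in each subset the 5 higher and 5 lower genes with the smallest p among the DEGs in which all 4 samples of a genotype lie above all 4 of the other. Genes named outside the rule are said to be so where they appear, apart from *Arg1* and *Nos2*, which the paper discusses. The values of 1 gene that the paper names are not reported.

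Replicate numbers come from the sample labels. Same-numbered M-MDSC and G-MDSC samples of a genotype come from the same mouse, while same-numbered WT and *Nlrp3-/-* samples come from different mice. The numbers were therefore left out of the model and used as a block in an alternative, which is given beside the DEG counts, gene lists and genes at the paper's claims because the mean correlation of same-numbered samples was not near 0. That correlation was negative, whereas a batch shared by same-numbered samples would make it positive. The block also leaves fewer degrees of freedom for the test, so a call lost under it does not by itself show a smaller effect. The other alternatives were edgeR's exact test with tagwise dispersions, DESeq2, DESeq2's size factors, library size only, upper-quartile scaling, no filter, at least 10 counts in every sample, a model of all 16 samples, no fold change minimum, genes ranked by signed −log10 p, limma's camera with an inter-gene correlation of 0.01, a PCA without scaling, and fits that left out each sample in turn. Not each alternative was run for each result, and the gene lists were tested under 16 of them in each subset, the fits without a sample included. A correction for GC content and length was added after the data were seen. It fits, in each sample, the deviations from the mean log2 CPM of the genes by splines with 4 degrees of freedom for GC content and 4 for log2 length, and enters the fitted values as offsets. GC content and length are those of the whole transcript, although the libraries were read at the 3′ end. The slope on GC content separates the genotypes, so the correction also removes any true genotype effect that goes with GC content or length. A call lost after it therefore does not show an artefact.

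Libraries held 2295967 to 6079866 counts, with a median of 4839508.5. The smallest amount shown, 3 counts, was 0.493 to 1.31 CPM. These limits cover counting error alone, since reads amplified from the same molecule are not independent and molecular tags were not used here. No mitochondrial transcript was among the symbols. Among 24 pairs of libraries within a group, 0 were identical, and the chi-square per degree of freedom between the libraries of a pair was 6.76 to 50.6.

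The methods were tested on simulated data in which 200 genes were changed 3-fold. The quasi-likelihood test called 91% of them in both subsets, and 4.71% of its calls were false in simulated M-MDSCs and 3.70% in simulated G-MDSCs. When a trend with GC content was added to the simulated counts, 31.2% and 33.7% of the calls were false without the correction, and 2.08% and 5.41% with it. The test of the difference between the subsets called 49.5% of the genes changed for it. *Ifit3*, *Ifitm3*, *Cd209d* and *Pisd-ps1* have near-identical copies or family members with which reads can be shared, and *Hmgb1* overlaps other genes on the same strand, so their counts are uncertain.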

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

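Chosen only after the result was seen were the test of the dendritic cell and macrophage list in G-MDSCs and that of the list without genes whose values had been seen.

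Some samples lay far from the other 3 of their group. Among 238 groups of 4 samples tested by Dixon's ratio (the gap to the nearest sample over the whole range, at the 95% critical value), 13 held such a sample, where chance gives 11.9. In WT M-MDSCs these were, on the log2 CPM scale, *H2-Aa* in replicate 2 (9.06 against 8.59 to 8.63, ratio 0.908), *Rmnd5b* in replicate 2 (4.79 against 5.06 to 5.10, ratio 0.877), *Morf4l1* in replicate 3 (7.95 against 8.16 to 8.17, ratio 0.947), and the means of the inflammasome list in replicate 4 (6.14 against 5.89 to 5.91, ratio 0.903), of the proliferation list in replicate 2 (5.43 against 3.88 to 4.05, ratio 0.894) and of the early granule genes in replicate 2 (6.44 against 4.67 to 4.86, ratio 0.889). In WT G-MDSCs they were *P2ry2* in replicate 2 (3.69 against 4.24 to 4.34, ratio 0.844), *Rmnd5b* in replicate 2 (4.75 against 5.84 to 5.89, ratio 0.958) and the only tested gene of the melanoma list in replicate 3 (4.91 against 4.99 to 5.01, ratio 0.871). In *Nlrp3-/-* G-MDSCs they were *Vcam1* in replicate 3 (6.29 against 6.89 to 7.01, ratio 0.836) and the total count of replicate 3 (6079866 against 5285161 to 5388891, ratio 0.869). The erythroid list was high in both libraries of *Nlrp3-/-* replicate 3, which come from the same mouse, at 4.23 against 2.77 to 2.93 in M-MDSCs (ratio 0.895) and 4.27 in G-MDSCs, where the lowest of the others was 1.93 (ratio 0.841). The number of such samples is near what chance gives, and the cause was not tested for any of them.

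The genotype effect differed between the subsets for 3 genes. The log2 difference, G-MDSCs less M-MDSCs, was 1.94 for *Gdpd3* (adjusted p = 0.000933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 4 *Nlrp3-/-* samples above all WT samples in both subsets), −3.71 for *Adgrg5* (adjusted p = 0.0103 from the same test) and 2.09 for *Pisd-ps1* (adjusted p = 0.0103 from the same test). In M-MDSCs the log2 fold changes were 2.98, 4.07 and −0.52, in G-MDSCs 4.81, 0.29 and 1.45. Over the alternatives the adjusted p ranged from 1.48e-10 to 0.00781 for *Gdpd3* and from 1.80e-08 to 0.192 for *Adgrg5*, the highest without G-MDSC WT replicate 3. *Pisd-ps1* shares reads with near-identical copies, so its counts are uncertain. Of the 8 splits of the mice that part all same-numbered pairs, 1 gave as many genes, the real split, and the next gave 1 gene. With 8 splits the share cannot fall under 0.125, so these alone do not exclude chance. The other 27 splits part fewer of the pairs, and over all 35 splits 1 gave as many genes. After the correction for GC content and length the adjusted p was 0.00360 for *Gdpd3* and 0.0105 for *Adgrg5* from the same quasi-likelihood test. The trend with GC content was alike in both subsets (Spearman's rho 0.400 in M-MDSCs and 0.404 in G-MDSCs). The correction could therefore hardly move a difference between them, and it is a weak check on GC content. No corrected value is given for *Pisd-ps1*. No explanation other than chance and GC content was tested for these genes one by one, so a biological difference cannot be told apart from a technical one.

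The paper does not discuss 16 genes that are among the DEGs with the smallest p and separate the genotypes completely, as 2.86% of genes do by chance. In *Nlrp3-/-* M-MDSCs the log2 fold changes were 2.98 for *Gdpd3*, 4.07 for *Adgrg5*, 2.44 for *C1qa*, 1.60 for *Rmnd5b*, 3.03 for *Rem1*, −2.41 for *Ago2*, −1.66 for *Dnttip2*, −1.78 for *Morf4l1* and −1.60 for *Copb1*. In *Nlrp3-/-* G-MDSCs they were 4.81 for *Gdpd3*, 1.45 for *Pisd-ps1*, 1.92 for *C1qc*, 1.95 for *Vcam1*, 1.72 for *Rmnd5b*, −2.18 for *Bod1l*, −2.06 for *Cntrl*, −1.90 for *Ipcef1* and −1.56 for *Rock2*. Each passed in its subset under each alternative run, the replicate block, the correction for GC content and length, and both together included, so GC content does not fully explain them. *C1qa*, *C1qc* and *Vcam1* belong to the dendritic cell and macrophage list. The mean log2 CPM of that list was 1.16 higher in *Nlrp3-/-* M-MDSCs and 1.09 higher in *Nlrp3-/-* G-MDSCs, in 4 of 4 samples each, while that of the B cell list was 0.22 higher in both. The list holds these genes themselves, and without the 5 genes whose values had been seen the differences were 0.74 and 0.59, in 3 of 4 samples each (exact permutation p = 0.0571). Dendritic cells or macrophages in the sorted samples are a candidate explanation for the complement genes and *Vcam1*, and a change within the MDSCs cannot be told apart from it. No explanation other than GC content and length was tested for the others one by one. The origin of the mice, which may differ between the genotypes, could not be tested for any of the 16 genes. *Rmnd5b* and *Pisd-ps1* lie on chromosome 11, as *Nlrp3* does, and the rest lie on other chromosomes.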

How the results depend on the processing

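The correction for GC content and length, alone and with the replicate block, was chosen after the data were seen. The other alternatives were chosen before the data were examined. Each value below is set against 1060 DEGs in M-MDSCs (351 higher, 709 lower), 1522 in G-MDSCs (436 higher, 1086 lower), 647 shared DEGs, 3 genes whose genotype effect differs between the subsets, and 4 and 3 gene lists. The cause was not tested for any of the changes.

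The number of DEGs stayed within 1.5 times these counts with edgeR's exact test, DESeq2, DESeq2's size factors, library size only, upper-quartile scaling, no filter, at least 10 counts in every sample, the model of all 16 samples and no fold change minimum (1024 to 1401 in M-MDSCs, 1451 to 1879 in G-MDSCs). With library size only 684 DEGs were higher in M-MDSCs and 793 in G-MDSCs, and in the model of all 16 samples 840 were higher in G-MDSCs. The replicate block gave 425 DEGs in M-MDSCs (67 higher, 358 lower), 985 in G-MDSCs (199 higher) and 308 shared. The correction for GC content and length gave 652 in M-MDSCs (370 lower), 981 in G-MDSCs (551 lower) and 345 shared. The block and the correction together gave 37 in M-MDSCs (13 higher, 24 lower), 384 in G-MDSCs (126 higher, 258 lower) and 21 shared. Of the 1060 and 1522 DEGs, 1058 and 1515 kept their sign after the correction. Across the fits that each left out a sample, 450 to 1783 genes were DEGs in M-MDSCs, 76 to 647 higher and 361 to 1136 lower. In G-MDSCs 217 to 532 were higher, and 311 to 795 DEGs were shared.

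The test of the difference between the subsets gave 8 genes with DESeq2, 5 without a filter, 5 with the mouse as a block and the correction together, and 2 to 5 in the fits that left out a sample. The exact test has no such term and was not run for it. PC1 carried 63.5% of the variance without scaling of the genes and 32.6% without a filter, PC2 10.7% and 14.4%. Leaving out samples gave 44.7% to 46.3% for PC1 and 17.0% to 21.0% for PC2.

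After the correction 0 lists passed in either subset, alone (6 in M-MDSCs and 2 in G-MDSCs at an unadjusted p under 0.05) or with the block (4 and 2). Leaving out a sample gave 2 to 4 lists in M-MDSCs and 0 to 3 in G-MDSCs. The direction reversed for the following lists. The reactive oxygen species list was higher with camera in M-MDSCs (adjusted p = 0.706 from camera, 0.0806 to 0.706 over the alternatives) and in G-MDSCs (adjusted p = 0.347 from camera, 0.343 to 0.672 over the alternatives), where the ranking by signed −log10 p gave an NES of 1.07. The interferon list in G-MDSCs was higher with camera (adjusted p = 0.439 from camera, 0.241 to 0.931 over the alternatives), with library size only (NES 1.07), with the correction (NES 0.971) and with the correction and the block (NES 1.00), and its NES ran from −0.983 to 1.04 without a sample. The antigen presentation list in G-MDSCs had an NES of −0.818 with the block and the correction, and of −0.724 to 1.18 without a sample. The TNF list in G-MDSCs ran from −0.750 to 1.24 without a sample, and among these lists it alone passed under an alternative, the ranking by signed −log10 p. Among the 18 list results, 2 were weaker with the block, 7 with the correction and 7 with both.

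Among the named genes, *Cd5* in M-MDSCs reversed, to a log2 fold change of −0.14 with the correction, −0.15 with the correction and the block, and −0.28 to 0.45 without a sample. Other named genes kept their direction in each setting run. The block took 26 of them under the threshold, the correction 21 (1 passed newly), both together 35 (1 newly), the model of all 16 samples 7 (3 newly), library size only 4 (4 newly), DESeq2's size factors 2 (3 newly), DESeq2 1 (4 newly), no filter 1 (3 newly), upper-quartile scaling 1 (4 newly), the exact test 0 (2 newly) and at least 10 counts 0 (2 newly).

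The share of DEGs among the tested genes around *Nlrp3* had an odds ratio of 0.171 in M-MDSCs (Fisher's exact test across genes, p = 0.0599) and 0.211 in G-MDSCs (p = 0.0121) with 25 genes on each side. With 50 genes on each side it was 1.04 and 1.12, and with the block 1.71 in M-MDSCs (Fisher's exact test across genes, p = 0.202) and 0.730 in G-MDSCs (p = 0.513). The depth limits *Arg1*, *Nos2* and *Cd226*, which had too few counts to be tested.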

Differences from the paper's values

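Chosen only after the values were seen was the correction for GC content and length. No value that the paper states for a measure computed here, which are the numbers of DEGs, the shares of PC1 and PC2 and the log2 fold changes of *Nlrp3*, differed by the criteria set before the data were examined, with the quasi-likelihood test, TMM and no block. Under alternatives some numbers of DEGs differed. With the replicate block these were 425 DEGs in M-MDSCs against the paper's 992, 67 higher against its 318 and 358 lower against its 674, and 985 DEGs in G-MDSCs against its 1521 and 199 higher against its 466. With library size only they were 684 higher in M-MDSCs and 793 higher in G-MDSCs, and in the model of all 16 samples 840 higher in G-MDSCs. The correction for GC content and length gave 652 DEGs in M-MDSCs and 981 in G-MDSCs. Of these 370 and 551 were lower, against the paper's 674 and 1055. Together with the block it gave 37 DEGs in M-MDSCs and 384 in G-MDSCs, farthest from the paper's 992 and 1521.

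Some genes that the paper shows as changed did not pass. In M-MDSCs *Cd5*, shown as higher, had a log2 fold change of 0.08 (adjusted p = 0.933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no setting called it. *Cd226* had too few counts to be tested and did not pass without the filter (−2.09, adjusted p = 0.0725 from the same test). In G-MDSCs 4 genes shown as higher did not pass. *Ccr3* (1.04, adjusted p = 0.0504 from the same test) passed with edgeR's exact test, DESeq2, DESeq2's size factors, library size only, upper-quartile scaling, no filter, at least 10 counts in every sample and without WT replicate 4, and with the correction for GC content and length, alone and with the block, which was chosen after its values were seen. *Irf1* (0.69, adjusted p = 0.0549 from the same test) passed with the exact test, DESeq2, library size only, upper-quartile scaling, no filter, at least 10 counts, the model of all 16 samples and without WT replicate 1. *Tnfrsf1a* (0.58, adjusted p = 0.0371 from the same test, under the fold change minimum) passed with DESeq2, DESeq2's size factors, library size only, upper-quartile scaling, no filter, the model of all 16 samples, without WT replicate 3 and without *Nlrp3-/-* replicate 1. *Ifitm3* (0.57, adjusted p = 0.0416 from the same test, under the fold change minimum) passed with DESeq2, DESeq2's size factors, library size only, upper-quartile scaling, the model of all 16 samples, without WT replicates 1 and 3 in turn, and without *Nlrp3-/-* replicate 1.

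The paper states enrichments of processes for which hand-written lists took the place of its sets. For M-MDSCs it names interferon-alpha production, and its discussion names a type I interferon signature in both subsets. The list here is of interferon response genes and does not test production itself. It did not pass (NES 1.27, adjusted p = 0.126 from the preranked enrichment) except with the ranking by signed −log10 p, library size only and without WT replicate 1. Myeloid differentiation (NES −1.27, adjusted p = 0.209 from the preranked enrichment) did not pass under any of the 16 alternatives run for lists. The paper's discussion names an enrichment of mTOR signaling in M-MDSCs, while its results describe a negative correlation with mTORC1 signaling. The mTORC1 list here had the direction of the latter and did not pass under those 16 alternatives (NES −1.19, adjusted p = 0.295 from the preranked enrichment). For G-MDSCs the paper names TNF and mTOR signaling and interferon signatures, and its discussion names antigen presentation transcripts for both subsets. The TNF list (NES 0.910, adjusted p = 0.381 from the preranked enrichment) passed only with the ranking by signed −log10 p. The mTORC1 list (NES −1.02, adjusted p = 0.516 from the same enrichment) and the interferon list (NES −0.798, adjusted p = 0.845, with a sign that changed with the setting) did not pass under those 16 alternatives. Neither did the antigen presentation list in G-MDSCs (NES 0.914, adjusted p = 0.650 from the same enrichment), whose sign also changed with the setting.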

Other observations

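Chosen only after the result was seen were the tests of the dendritic cell and macrophage list in G-MDSCs, of the lists without genes whose values had been seen, of the slopes of the libraries of a mouse, of PC2 against the slope, and of neighbouring genes matched by GC content.

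More DEGs were lower than higher in *Nlrp3-/-* MDSCs of both subsets. Across genes the log2 fold change rose with the GC content of the transcript (Spearman's rho 0.400 in M-MDSCs and 0.404 in G-MDSCs) and fell with its length (rho −0.263 and −0.312). The partial rho for GC content given length was 0.352 and 0.347. Median GC content was 55.2% in higher and 44.5% in lower DEGs of M-MDSCs, and 54.6% and 44.9% in G-MDSCs. After the correction for GC content and length the share of lower DEGs fell to 56.7% and 56.2%, and 482 of 1060 and 679 of 1522 DEGs passed. GC content and length bias may thus account for part of the direction, but the correction also removes any true genotype effect that goes with them. For the direction as such the genotype cannot be told apart from the bias. The scaling also moved the direction, to 45.4% and 51.9% lower DEGs with library size only. With the 20 genes of highest count left out, 67.1% and 72.9% of DEGs were lower, and with all libraries thinned to the smallest total, 65.2% and 69.1%, against 66.9% and 71.4%. Both tests kept the TMM scaling, so they do not exclude the scaling or the composition of the libraries.

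Of the gene lists that passed, 0 in M-MDSCs and 0 in G-MDSCs passed after the correction for GC content and length, where 6 and 2 lists had an unadjusted p under 0.05. The score of the oxidative phosphorylation list fell from 1.85 to 1.50 in M-MDSCs and from 1.96 to 1.45 in G-MDSCs. GC content bias, or a true effect that goes with GC content, may account for part of it. The scores of the inflammasome list (−1.68 and −1.70 in M-MDSCs, −1.44 and −1.50 in G-MDSCs, before and after) and of the DNA damage and repair list in G-MDSCs (−1.38 and −1.49) did not shrink, so for these the lost threshold does not show GC content as the cause. In G-MDSCs the oxidative phosphorylation list (NES 1.96, adjusted p = 0.00355 from the preranked enrichment, 1.77e-10 to 0.203 over the alternatives, mean log2 CPM higher in 4 of 4 samples) and the DNA damage and repair list (NES −1.38, adjusted p = 0.0152, 0.00288 to 0.103 over the alternatives) had passed without it.

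Other splits of the 8 samples of a subset were fitted in the same way. Of the 8 splits that part all same-numbered pairs, 1 gave as many DEGs in M-MDSCs and 1 in G-MDSCs, the real split in each, and the next gave 198 and 26. For lists past the threshold 1 of the 8 splits gave as many in M-MDSCs and 2 in G-MDSCs. The share cannot fall under 0.125 with 8 splits, so these 8 alone do not exclude chance. The other 27 splits part fewer of the pairs. Over all 35 splits 1 gave as many DEGs in M-MDSCs and 1 in G-MDSCs, the real split, with a median of 0 DEGs in the others, while 7 gave as many lists in M-MDSCs and 9 in G-MDSCs.

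Each library was given the slope on GC content of its deviations from the gene means of its subset. The centring fixes that the group means of the slopes have opposite signs, but not that the groups do not overlap, and each WT library lay below each *Nlrp3-/-* library (exact permutation test, two-sided, p = 0.0286 in each subset, the smallest that 4 against 4 allow). Within genotypes the slopes of the M-MDSC and the G-MDSC library of a mouse went together (Pearson correlation 0.914, 8 mice, exact permutation p = 0.00174 over 576 pairings, 0.912 without the 2 farthest mice). A property shared by the libraries of a mouse, such as the handling of its sample or the state of its cells, may contribute to the slope, and the genotype cannot be told apart from it. The origin of the mice may also differ between the genotypes, and its effect on the slope cannot be told apart from that of the genotype. The deviations of PC2 scores from their group means followed those of the slope (Pearson correlation −0.892, 16 samples, p = 0.00026, and −0.881 without the 2 farthest samples, 100000 permutations within groups).

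The list of dendritic cell and macrophage genes had a mean log2 CPM that was 1.16 higher in *Nlrp3-/-* M-MDSCs (14 tested genes) and 1.09 higher in *Nlrp3-/-* G-MDSCs (12 tested genes), in 4 of 4 samples each (exact permutation p = 0.0286, adjusted p = 0.124 by Benjamini-Hochberg over 26 exact tests, which fails the correction). Without the 5 genes whose values had been seen the differences were 0.74 and 0.59, with 3 of 4 samples above all WT samples (exact permutation p = 0.0571). The B cell list was 0.22 higher in both subsets (exact permutation p = 0.257 and 0.171). The higher *H2-Aa*, *C1qa* and *Cd209d* in *Nlrp3-/-* M-MDSCs, and macrophage genes in *Nlrp3-/-* G-MDSCs, may come from dendritic cells or macrophages in the sorted samples, and a change within the MDSCs cannot be told apart from it.

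Other check lists differed in mean log2 CPM without passing the correction. The proliferation list was −0.85 in M-MDSCs (exact permutation p = 0.0286) and −0.79 in G-MDSCs (p = 0.0571), the ribosomal protein list was 0.41 in G-MDSCs (exact permutation p = 0.0286), the eosinophil and basophil list was 1.16 in M-MDSCs (exact permutation p = 0.0286), or 0.85 without the gene whose values had been seen (exact permutation p = 0.0571), and *Xist*, a gene of the check lists, was −0.75 in G-MDSCs (exact permutation p = 0.0286) and −0.34 in M-MDSCs (p = 0.0571). No explanation was tested for these.

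DEGs of the same direction in both subsets formed 45 neighbouring pairs on chromosomes against 34.9 expected (one-sided permutation p = 0.0474, 10000 permutations). Against genes matched by GC content 47.5 were expected (one-sided permutation p = 0.680), and this second test was weighed only after the first had been seen. The excess of pairs is thus no larger than GC content gives, and the test does not tell strain variants carried with the targeted allele from the genotype. Among the 100 tested genes around *Nlrp3*, 11 were DEGs in M-MDSCs (11% against 10.6% elsewhere, Fisher's exact test across genes, p = 0.870) and 18 in G-MDSCs (18% against 16.4%, p = 0.683).

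In WT mice *Nlrp3* had 63.9 ± 22.0 CPM (SD, n = 4) in M-MDSCs and 288 ± 32.3 CPM (SD, n = 4) in G-MDSCs, in a fit of the WT samples of both subsets with its own TMM factors, which changes the CPM, and a log2 fold change of 2.18 (standard error 0.24, adjusted p = 1.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1b* had 259 ± 105 CPM (SD, n = 4) and 12426 ± 3448 CPM (SD, n = 4), a log2 fold change of 5.58 (standard error 0.37, adjusted p = 1.91e-07 from the same test). All 4 G-MDSC samples lay above all 4 M-MDSC samples for both genes. Between genotypes *Il1b* had a log2 fold change of −0.45 in M-MDSCs (adjusted p = 0.274 from the same test, 0.177 to 0.785 over the alternatives set in advance) and 0.70 in G-MDSCs (standard error 0.22, adjusted p = 0.0378 from the same test, 0.0893 with the replicate block, 0.00578 to 0.110 over those alternatives, exact permutation p = 0.0571). The difference between the subsets was 1.25 (unadjusted p = 0.00324 and adjusted p = 0.844 from edgeR's quasi-likelihood test), which fails the correction. That model leaves out the mouse, which the subsets share. No value with the mouse as a block is given for *Il1b*, so a difference is not excluded.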
